# The NR2F2-HAND2 signaling axis regulates progesterone actions in the uterus at early pregnancy

**DOI:** 10.3389/fendo.2023.1229033

**Published:** 2023-08-18

**Authors:** Yeongseok Oh, Elvis Quiroz, Tianyuan Wang, Yassmin Medina-Laver, Skylar Montague Redecke, Francisco Dominguez, John P. Lydon, Francesco J. DeMayo, San-Pin Wu

**Keywords:** progesterone signaling, NR2F2 (COUP-TFII), *Hand2* transcription factor, endometrial stroma, preimplantation, pregnancy, CRISPR activation (CRISPRa), enhancer

## Abstract

Endometrial function is dependent on a tight crosstalk between the epithelial and stromal cells of the endometrium. This communication is critical to ensure a fertile uterus and relies on progesterone and estrogen signaling to prepare a receptive uterus for embryo implantation in early pregnancy. One of the key mediators of this crosstalk is the orphan nuclear receptor NR2F2, which regulates uterine epithelial receptivity and stromal cell differentiation. In order to determine the molecular mechanism regulated by NR2F2, RNAseq analysis was conducted on the uterus of *Pgr^Cre^;Nr2f2^f/f^* mice at Day 3.5 of pregnancy. This transcriptomic analysis demonstrated *Nr2f2* ablation in *Pgr*-expressing cells leads to a reduction of *Hand2* expression, increased levels of *Hand2* downstream effectors *Fgf1* and *Fgf18*, and a transcriptome manifesting suppressed progesterone signaling with an altered immune baseline. ChIPseq analysis conducted on the Day 3.5 pregnant mouse uterus for NR2F2 demonstrated the majority of NR2F2 occupies genomic regions that have H3K27ac and H3K4me1 histone modifications, including the loci of major uterine transcription regulators *Hand2*, *Egr1*, and *Zbtb16*. Furthermore, functional analysis of an NR2F2 occupying site that is conserved between human and mouse was capable to enhance endogenous *HAND2* mRNA expression with the CRISPR activator in human endometrial stroma cells. These data establish the NR2F2 dependent regulation of *Hand2* in the stroma and identify a cis-acting element for this action. In summary, our findings reveal a role of the NR2F2-HAND2 regulatory axis that determines the uterine transcriptomic pattern in preparation for the endometrial receptivity.

## Introduction

The establishment and maintenance of a successful pregnancy depends on the signaling of sex steroid hormones estrogen and progesterone, which regulate critical pathways involved in embryo implantation and other gestational processes. (1, 2). Whereas estrogen acting through the estrogen receptor alpha (ESR1) induces the proliferation of uterine epithelial cells, progesterone acting through the progesterone receptor (PGR) orchestrates the crosstalk between epithelial and stromal compartments of the endometrium to counteract the estrogen-induced epithelial proliferation (2). Disruption of estrogen and progesterone signaling leads to female reproductive pathology, such as preeclampsia, gestational diabetes, preterm birth, and recurrent spontaneous abortions, leading towards an unsuccessful pregnancy (3–5).

Chicken ovalbumin upstream promoter transcription factor II (COUP-TFII, NR2F2) is an orphan nuclear receptor with transcription factor activities involved in diverse biological processes including angiogenesis, adipogenesis, neuronal development, organogenesis, reproduction during embryonic development, tissue remodeling, and disease progression (6–9). NR2F2 is essential for both male and female fertility (10, 11). In the human reproductive system, NR2F2 regulates expression of multiple genes for inflammatory baseline determination in endometrial stroma cells (12) and plays a role in pathogenesis of endometriosis (13, 14). In the mouse uterus, NR2F2 is expressed in both the stromal and the myometrial compartment (10). Ablation of NR2F2 in PGR-expressing cells results in female infertility due to embryo implantation failure (15). NR2F2 in the stromal cells promotes BMP2 expression for decidualization and mediates endometrial PGR signaling to oppose epithelial estrogen activities and inhibit epithelial proliferation in preparation of a receptive endometrium for subsequent embryo implantation (15, 16). Additionally, NR2F2 is required for stromal PGR protein expression in an ovariectomized mouse model that receives exogenous progesterone and estrogen treatment to mimic pregnancy at gestation day 3.5 (15). Despite of the pivotal role of NR2F2 in epithelial-stromal communication, the mechanism by which NR2F2 suppresses estrogen-mediated epithelial proliferation remains unclear.

Since the basic helix-loop-helix transcription factor (HAND2) is downstream of endometrial progesterone signaling and acts through fibroblast growth factors (FGFs) to suppress epithelial proliferation, endometrial interaction between NR2F2 and HAND2 has been proposed in mediating progesterone dependent epithelial-stromal crosstalk for the control of epithelial proliferation at early pregnancy (2, 17). Like NR2F2, HAND2 also regulates expression of genes that control the immune baseline in endometrial stroma and decidual cells (18–20). The present study examines the impact of *Nr2f2* loss in *Pgr*-expressing cells on the uterine transcriptome and on *Hand2* gene expression in a natural pregnancy context, followed by comparative transcriptomic analyses, NR2F2 ChIP-seq and the CRISPR activation assay, to provide insight on the mechanisms by which NR2F2 directs downstream gene expression to modulate the inter-compartmental communication in the uterine endometrium.

## Materials and methods

### Experimental animals

*Nr2f2* ^flox/flox^ (*Nr2f2* ^f/f^) and *Pgr*-Cre knockin (*Pgr* ^Cre/+^) mice have been generated previously (10, 21). Conditional knockout mice of *Nr2f2*, *Pgr* ^Cre/+^; *Nr2f2* ^f/f^ (*Nr2f2* ^d/d^) were generated by crossing *Pgr* ^Cre/+^ mice with *Nr2f2* ^f/f^ mice. *Nr2f2* ^f/f^ mice were used as wild type. Wild type and *Nr2f2* ^d/d^ female mice at 2 - 3 months of age were mated with vasectomized male mice. The morning of a vaginal plug was designated as gestational day (GD) 0.5. The uterine tissues were obtained from the mice at GD 3.5. For ChIP assay experiment, normal C57BL/6 female mice at 2 - 3 months of age were mated with vasectomized male mice, and then the uterine tissues were obtained at GD 3.5. All animal experiments were performed in accordance with National Institute of Environmental Health Sciences (NIEHS) Animal Care and Use Committee guidelines and in compliance with NIEHS-approved animal protocol (ASP 2015-0012 and 2015-0023).

### Quantitative RT-PCR

Total RNA was isolated from uterine tissues using TRIzol reagent (Thermo Fisher Scientific), and then RT was performed using MMLV reverse transcriptase (Thermo Fisher Scientific). Real-time PCR was performed using SsoAdvanced Universal Probes Supermix (Bio-Rad Laboratories) and Taqman probes (Thermo Fisher Scientific) in a CFX Connect Real-time PCR Detection System (Bio-Rad Laboratories). Real-time PCR was performed using the following protocol: 5 min at 95°C, 45 cycles of denaturation (10 sec at 95°C) and annealing/extension (30 sec at 60°C), and a final step of melting curve analysis. CFX Manager software (version 3.0, Bio-Rad Laboratories) was used to collect the PCR data. As an internal control, 18S rRNA endogenous control (Applied Biosystems) was used. The relative level of mRNA was calculated using the 2^-ΔΔCt^ method. The primers are listed in **Table S1**.

### RNA-seq

Total RNA was isolated from uterine tissues using TRIzol reagent (Thermo Fisher Scientific), and then the RNA quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies). RNA-seq was performed by the Epigenomics and DNA Sequencing Core Laboratory at NIEHS. RNA libraries were generated using TruSeq RNA Library Prep kit v2 (Illumina), and then sequenced using NextSeq 500 system (Illumina).

The raw reads (76-bp, paired-end) were initially processed by applying a filter with an average quality score of 20. Adaptor sequences were subsequently removed from reads using cutadapt (v1.12). The processed reads were then aligned to the mouse reference genome (mm10) using the STAR aligner (v2.5.2b). The gene expression levels in each sample were determined by counting the total number of paired-end reads mapped to each gene using the featureCounts (v1.5.0-p1) function within the Subread program. Differential gene expression analysis was conducted using the DESeq2 R package (v1.12.4) with a significance threshold of absolute fold change ≥ 1.4 and a p-value < 0.05 (22).

### Immunohistochemistry

Uterine tissues were fixed in 4% paraformaldehyde and then embedded in paraffin. Sections (5 µm) were mounted on glass slides, deparaffinized, and rehydrated. Antigen retrieval was performed using Antigen Unmasking Solution (H-3300, Vector Laboratories, Burlingame, CA) according to manufacturer’s instructions. The slides were incubated in 3% H_2_O_2_ in methanol to block endogenous peroxidase activity. Then, the samples were blocked using 5% normal goat (for rabbit primary antibodies) or rabbit serum (for goat primary antibody). The slides were incubated in primary antibodies overnight at 4°C. After washing in PBS, the slides were incubated in peroxidase-labeled goat anti-rabbit IgG (1:200; BA-1000, Vector Laboratories) or rabbit anti-goat IgG (1:200; BA-5000, Vector Laboratories) for 30 min. The ABC reagent (PK-6100, Vector Laboratories) was applied to slides according to manufacturer’s instructions. The signal was developed using a 3,3’-diaminobenzidine (DAB) substrate kit (SK-4105, Vector Laboratories), the nuclei were stained using hematoxylin, and the slides were permanently mounted. Information of primary antibodies is provided in **Table S2**.

### ChIP-seq and ChIP-qPCR

Uterine tissues were minced and fixed in 1% formaldehyde for 10 min and quenched with 0.125 M glycine. The samples were washed with cold PBS containing protease inhibitors, resuspended in homogenization buffer [50 mM Tris-HCl (pH 7.5), 1 mM EDTA (pH 8.0), 1% NP-40 (IGEPAL), 0.25% deoxycholic acid, and protease inhibitors], and then homogenized with a Polytron (Kinematica). The samples were pelleted by centrifugation, resuspended in membrane lysis buffer [5 mM PIPES (pH 8.0), 85 mM KCl, 0.5% NP-40 (IGEPAL), and protease inhibitors], and incubated on ice for 5 min. The samples were pelleted by centrifugation, resuspended in nuclear lysis buffer [50 mM Tris-HCl (pH 8.0), 10 mM EDTA (pH 8.0), 1% SDS and protease inhibitors], and incubated on ice for 10 min. Lysates were sonicated, and the DNA was sheared into an average length of 300-400 bp. Chromatin was diluted 1:9 with dilution buffer [50 mM Tric-HCl (pH 8.0), 2 mM EDTA (pH 8.0), 300 mM NaCl, 1% NP-40 (IGEPAL), 0.5% sodium deoxycholate, 0.1% SDS, and protease inhibitors] and then precleared with Dynabeads Protein A (Invitrogen, Carlsbad, CA). Chromatin immunoprecipitation (ChIP) was performed using the antibodies for NR2F2 (61213, Active Motif) and PGR (8757, Cell Signaling Technology). After incubation at 4°C overnight, Dynabeads Protein A was used to isolate the immune complexes. Complexes were washed in wash buffer [20 mM Tris- HCl (pH 8.0), 2 mM EDTA (pH 8.0), 300 mM NaCl, 0.1% SDS, 1% Triton X-100, and protease inhibitors] and eluted using elution buffer [100 mM NaHCO_3_ and 1% SDS]. Cross-links were reversed in 200 mM NaCl by incubation overnight at 65°C, and then the samples were treated with RNase and Proteinase K. ChIP DNA was purified by phenol-chloroform extraction and isopropanol precipitation. The purified DNAs were subjected to sequencing or quantitative PCR. The ChIP DNA libraries were generated using NEXTflex Rapid DNA-Seq kit (Perkin Elmer), and then sequenced using the NextSeq 500 system (Illumina). H3K4me1 ChIP was performed by Active Motif, Inc. Whole uterine tissue of mice at GD 3.5 were flash frozen and sent to Active Motif. The tissue was fixed and then promptly sheared into small fragments before immunoprecipitation with the H3K4me1 antibody (cat # 39297, Active Motif, Carlsbad, CA). DNA was purified and amplified to generate a library and using the NextSeq 500 system (Illumina).

The raw reads (75-bp, single-end) were subjected to filtering, retaining only reads with average quality scores greater than 20. Subsequently, the reads were aligned to the mouse reference genome (mm10) using Bowtie (v1.1.2) (23), requiring unique mapping and allowing up to 2 mismatches per read (-m 1 -v 2). Duplicated reads with identical sequences were removed using Picard tools. To visualize the read coverage, BigWig files were generated from the bedgraph files of each sample using bedGraphToBigWig. These bigWig files were displayed as custom tracks on the UCSC genome browser. The initial peaks within each dataset were identified using MACS2, applying a cutoff of adjusted p-value < 0.0001 (24). To obtain a comprehensive set of peaks across all ChIP-seq datasets, the peak intervals from each dataset were merged using BedTools. The gene associated with each peak was predicted by searching the transcription start site (TSS) of nearby genes within a 50Kb range using HOMER (25).

For ChIP quantitative PCR (ChIP-qPCR), primers were designed to amplify regions of NR2F2 occupancy identified through ChIP-seq. ChIP-qPCR was performed in duplicate on specific genomic regions using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad Laboratories). As a negative control, the Mouse Negative Control Primer Set 1 (Active Motif) which amplifies a fragment in a gene desert on mouse chromosome 6 was used. The resulting signals were normalized to input DNA and presented as percentage to input. The primer sequences are listed in **Table S3**.

### CRISPR activation assay

The following experiments were conducted in immortalized T-HESC cells (American Type Culture Collection, Cat. #4003TM), a model cell line of the human endometrial stroma cells (26). T-HESC cells were transduced with lentivirus that contained IGI-P0492 pHR-dCas9-NLS-VPR-mCherry (Research Resource Identifier: Addgene_102245) and guide RNA (gRNA)-green fluorescent protein (GFP)-expressing vectors. IGI-P0492 pHR-dCas9-NLS-VPR-mCherry was a gift from Jacob Corn (Addgene plasmid # 102245; http://n2t.net/addgene:102245; RRID : Addgene_102245). gRNA-GFP-expressing vectors were synthesized with the respective guide sequences listed in **Table S4** by the VectorBuilder (Chicago, IL). The non-targeting controls were included on each experimental batch by following the same procedure.

The cells were infected by the mentioned lentivirus with a MOI of 4 for the IGI-P0492 pHR-dCas9-NLS-VPR-mCherry lentivirus and with a MOI of 4 for the gRNA-GFP-expressing vectors, including the non-targeting control. After infection for 72h at 37°C, the cells were sorted selecting cells positive for both GFP and mCherry fluorescence. Then, cells were harvested, RNA was extracted, complementary DNA (cDNA) was synthetized and qRT-PCR was applied to assess the effect of infection. All the RT-PCR results were normalized to the expression levels of the internal control 18S rRNA. The 18S rRNA probe is from ThermoFisher Scientific (4319413E, ThermoFisher Scientific, Waltham, MA) and primers for *HAND2* are listed in **Table S1**.

Cells were maintained in the Dulbecco’s modified Eagle medium (DMEM)/F12 medium (Thermo Fisher 11330032) with 10% fetal bovine serum (Thermo Fisher, #10437028) and 1× antibiotic–antimycotic (Thermo Fisher 15240062).

### Data analysis

Statistical significance was analyzed using GraphPad Prism 8 (GraphPad Software). The differentially expressed genes generated by RNA-seq were analyzed using Ingenuity Pathway Analysis software (IPA, Qiagen Bioinformatics). The gene signature assay was performed on the Gene Set Enrichment Analysis (GSEA) (27). The correlation study between *Nr2f2* ^d/d^ transcriptome profile and public data sets was performed using Correlation Engine software (BaseSpace, Illumina). The ChIP-seq data were analyzed using UCSC Genome Browser (https://genome.ucsc.edu/) (28) and Cistrome software (http://cistrome.org/ap/) (29). The CRISPRa validation statistic was analyzed using Friedman’s test. Data are presented as the mean ± SEM.

## Results

### NR2F2 loss in mouse uterus results in unopposed estrogen activities and a change of immune gene expression

Gestation day 3.5 (GD3.5) uterine tissues from *Nr2f2^f/f^* (*Nr2f2^flox/flox^*) and *Nr2f2^d/d^* (*Pgr^Cre/+^; Nr2f2^flox/flox^*) mice were subject to the RNA-seq assay to examine the impact of *Nr2f2* ablation on the transcriptomic profile. 

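Whole uterine tissue was taken at GD3.5 from 4 Nr2f2 f/f mice, which carry the floxed allele without Cre, and 4 Nr2f2 d/d mice, in which the Cre knocked into 1 Pgr allele removes Nr2f2 from Pgr-expressing cells. The females had mated with vasectomized males, so no embryo was present. The paper gives their age as 2 to 3 months and the sample labels give 8 weeks. Each uterus gave 1 library of 76-bp paired-end reads. The authors aligned the reads to mm10 with STAR and counted the fragments on each gene with featureCounts. They deposited FPKM, the fragments on a gene scaled to its length and to the total of its library, rounded to 3 decimals for 24963 genes. The gene lengths and library totals behind the FPKM are not given in the paper's text. At 1 total per library, 98.1% to 99.1% of the values of short genes of a single exon came out as whole fragments, against medians of 6.9% to 9.3% at other totals. By this reckoning the totals were 62750000, 61150000, 77350000 and 61050000 fragments in Nr2f2 f/f replicates 1 to 4, and 61300000, 70800000, 92300000 and 90150000 in Nr2f2 d/d replicates 1 to 4. For a gene of 1 kb, 3 fragments are worth 0.0325 to 0.0491 FPKM at these depths. The FPKM were taken to log2 after 0.5 was added, which understates the change of genes near or below that value. The 14323 genes with a mean of at least 0.5 FPKM over the 8 libraries were tested. FPKM are not counts, so the groups were compared with limma's moderated test with a mean-variance trend, in place of the paper's DESeq2 on counts. Adjusted p-values are from the Benjamini-Hochberg method. Exact permutation tests are two-sided over the arrangements of the 8 libraries, and 4 against 4 cannot give a p below 0.0286.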

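At the threshold of the paper's methods, an unadjusted p under 0.05 and a fold change of at least 1.4, 1260 genes differed between Nr2f2 d/d and Nr2f2 f/f, 673 of them higher and 587 lower in Nr2f2 d/d. Without the fold change, 3031 genes had an unadjusted p under 0.05, where 716 would be expected if no gene differed. With the Benjamini-Hochberg adjustment, 375 genes had an adjusted p under 0.05 in limma's test, 156 higher and 219 lower. Of the 1260 genes at the paper's threshold, 937 did not pass the adjustment, with adjusted p-values of up to 0.236. Of all genes tested, 15.4% had FPKM that did not overlap between the groups, which chance alone gives for 2.86%. With median-ratio scaling, 191 of 376 genes past the adjusted threshold were higher, and with quantile normalization 170 of 379, so the excess of lower genes depends on the scaling. The count at the paper's threshold stayed between 1082 and 1442 with each library left out in turn. The count past the adjusted threshold fell to 62, 208 and 95 without Nr2f2 f/f replicates 1, 3 and 4, and to 57 and 42 without Nr2f2 d/d replicates 1 and 2, and it was at most 348 with any library left out. Among the genes past the adjusted threshold with a mean of at least 1 FPKM, the largest increases were those of A2m, Agtr2, Krt15, Actc1, Ngfr, Camk2a, Slc40a1, Ano4, Wfdc18 and Padi1. Agtr2, the angiotensin II type 2 receptor gene, rose from 5.69 ± 2.98 to 88.6 ± 40.9 FPKM (SD, n = 4 each), a log2 fold change of 3.83 (standard error 0.420, adjusted p = 0.00829 from limma). The largest decreases were those of Spink1, Cyp1b1, Tac2, Ednrb, Slc7a2, Apela, Fam189a1, Sned1, Trib2 and Fn1. Fn1, which encodes fibronectin, fell from 93.9 ± 12.8 to 32.6 ± 6.21 FPKM (SD, n = 4 each), a log2 fold change of -1.52 (standard error 0.151, adjusted p = 0.00703 from limma). Spink1 had the lowest log2 fold change, -5.93 (adjusted p = 0.0292 from limma), and its Nr2f2 f/f libraries ranged from 115 to 1332 FPKM. Agtr2, Actc1, Camk2a, Ano4, Ednrb, Slc7a2, Fam189a1, Sned1 and Fn1 had an adjusted p under 0.05 in all 8 fits that left out 1 library, Wfdc18 in 0 of them, and the others in 1 to 6. Other annotated genes share 32.0% of the exon bases of Padi1, 29.6% of those of Apela and 19.6% of those of Sned1, and the paper's text does not say whether the counting used the strand.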

A total of 1533 differentially expressed genes (DEGs) were identified (**Figure 1A**, **Dataset S1**). A reduction of *Nr2f2* mRNA levels in the *Nr2f2^d/d^* uterus confirmed the ablation of *the Nr2f2* gene and validated the model (**Figures 1A, B**, **Dataset S1**). 

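Nr2f2 lies on chromosome 7 from 70351944 to 70366735 on the minus strand of mm10 (GENCODE vM21). Its mRNA abundance was 8.93 ± 1.36 FPKM (SD, n = 4) in Nr2f2 d/d and 24.1 ± 1.80 FPKM (SD, n = 4) in Nr2f2 f/f, a log2 fold change of -1.39 (standard error 0.118, adjusted p = 0.00549 from limma). The Nr2f2 f/f libraries held 25.3, 21.8, 25.7 and 23.5 FPKM in replicates 1 to 4 and the Nr2f2 d/d libraries 9.66, 9.42, 6.90 and 9.74, so that every Nr2f2 d/d uterus lay below every Nr2f2 f/f uterus (exact permutation p = 0.0286). On the FPKM themselves, 37.1% of the Nr2f2 f/f mean was left in the Nr2f2 d/d tissue. The lowest value, that of Nr2f2 d/d replicate 3, lay apart from the other 3. With each library left out in turn, the log2 fold change was -1.28 to -1.44. FPKM are summed over the whole gene, and 7.5% of the annotated exon bases of Nr2f2 are shared with a transcript on the opposite strand.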

The mRNA abundance of major uterine transcription regulators for embryo implantation, including *Hand2*, *Egr1*, and *Zbtb16* among others (17, 30, 31), is lower in *Nr2f2^d/d^* compared with control mice (**Figures 1A, B**, **Dataset S1**), which indicates that NR2F2 is upstream of these transcription factors in the genetic network. 

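The mRNA abundance of Hand2 was 31.2 ± 5.36 FPKM (SD, n = 4) in Nr2f2 d/d and 50.9 ± 4.94 FPKM (SD, n = 4) in Nr2f2 f/f, a log2 fold change of -0.71 (standard error 0.134, adjusted p = 0.0388 from limma). All 4 Nr2f2 d/d uteri were below all 4 Nr2f2 f/f uteri (exact permutation p = 0.0286). The log2 fold change was -0.59 to -0.79 with each library left out in turn. The adjusted p from limma was then under 0.05 only without Nr2f2 d/d replicate 3 (0.0402) or Nr2f2 d/d replicate 4 (0.0365). It ranged from 0.0634 without Nr2f2 f/f replicate 2 to 0.108 without Nr2f2 f/f replicate 1 in the 6 other fits. Hand2 lies on chromosome 8 from 57320983 to 57324633 on the plus strand of mm10, where 19.6% of its exon bases are shared with Hand2os1 on the opposite strand. Egr1 had a log2 fold change of -0.75 (standard error 0.214, adjusted p = 0.101 from limma), and Zbtb16 a log2 fold change of -0.81 (standard error 0.255, adjusted p = 0.129 from limma). Both met the paper's threshold, with unadjusted p-values of 0.00742 and 0.0126 from limma, and neither passed the adjustment over all genes tested. In 3 of 4 Nr2f2 d/d uteri, Egr1 was below every Nr2f2 f/f uterus, and the same held for Zbtb16 (exact permutation p = 0.0571 for each). The paper concludes that NR2F2 is upstream of the 3 transcription factors in the genetic network. It bases this on the lower abundance of their mRNAs, by RNA-seq and by RT-qPCR on more biological replicates. Elsewhere it reports NR2F2 binding at the 3 loci by ChIP-seq and ChIP-qPCR.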

Notably, *Nr2f2* ablation also leads to an increase in mRNA abundance of HAND2 downstream targets *Fgf1* and *Fgf18* (**Figure 1A, B**, **Dataset S1**). Moreover, the *Nr2f2^d/d^* uterine transcriptome manifests an estrogen hypersensitive phenotype, as shown by the positive correlation with expression profiles of estrogen responsive genes in the Gene Set Enrichment Analysis (GSEA) (**Figure 1C**) and in the Ingenuity Pathway Analysis (IPA) (beta-estradiol in IPA upstream regulators of **Dataset S1**). 

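Fgf1, on chromosome 18 from 38838673 to 38929472 on the minus strand of mm10, had 12.7 ± 4.02 FPKM (SD, n = 4) in Nr2f2 d/d and 4.4 ± 3.21 FPKM (SD, n = 4) in Nr2f2 f/f. Its log2 fold change of 1.61 (standard error 0.474, adjusted p = 0.110 from limma) went with an unadjusted p of 0.00920. The Nr2f2 f/f libraries spread from 1.40 to 8.74 FPKM, and 3 of 4 Nr2f2 d/d uteri lay above all of them (exact permutation p = 0.0571). Fgf18, on chromosome 11 from 33117430 to 33147400 on the minus strand, had 2.35 ± 1.01 FPKM (SD, n = 4) in Nr2f2 d/d and 0.739 ± 0.364 FPKM (SD, n = 4) in Nr2f2 f/f. It was higher in all 4 Nr2f2 d/d uteri than in any Nr2f2 f/f uterus (exact permutation p = 0.0286), with a log2 fold change of 1.19 (standard error 0.306, adjusted p = 0.0799 from limma) and an unadjusted p of 0.00444. Because Fgf18 is close to the 0.5 FPKM added before the log, its log2 fold change was 0.92 with 1 added and 1.59 with 0.1 added. Neither gene passed an adjusted p of 0.05 in any of the 8 fits that each left out 1 library.

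**Figure D1:**
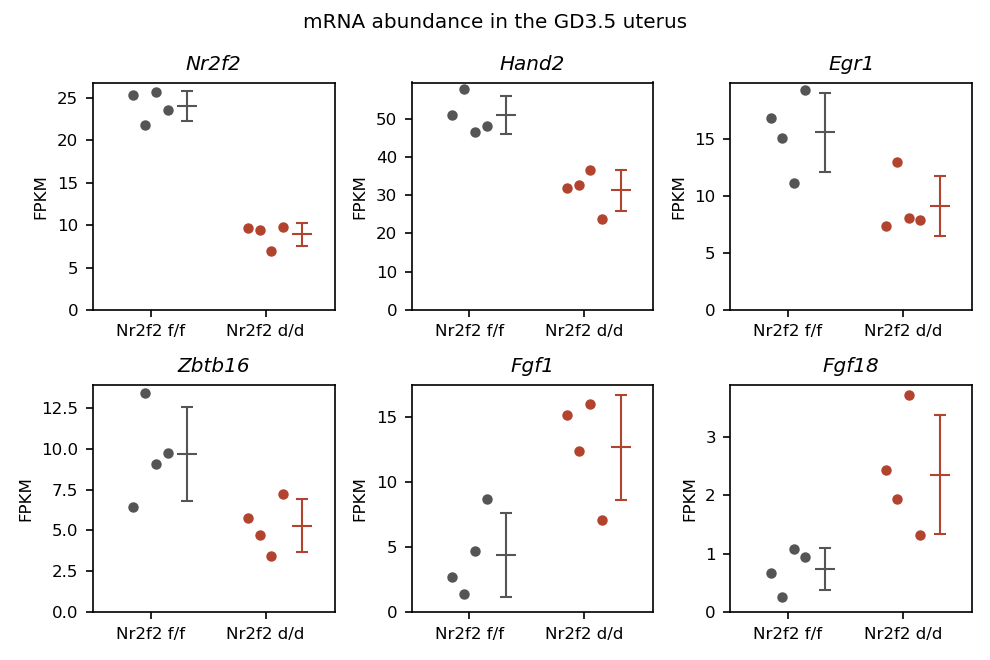
FPKM of 6 genes in the GD3.5 uterus. Each point is the library of 1 mouse, and the bar with whiskers beside each group is its mean ± SD (n = 4). The groups do not overlap for Nr2f2, Hand2 and Fgf18, and overlap for Egr1, Zbtb16 and Fgf1.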

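The curated sets of the paper's GSEA were not used here. In their place, 13 lists of genes written from general knowledge were tested with camera, a test in limma of whether the members of a list rank above the other genes, with adjustment over the 13 lists. The members of the list of estrogen-responsive genes first known from breast cancer cells had a median log2 fold change of 0.30 over 30 genes tested, with 24 higher and 6 lower in Nr2f2 d/d (adjusted p = 0.000112 from limma's camera test). Their mean log2 value was higher in all 4 Nr2f2 d/d uteri than in any Nr2f2 f/f uterus (exact permutation p = 0.0286). Without Nr2f2 d/d replicate 3 the median was 0.15, and the adjusted p ranged from 3.14e-05 to 0.00111 across the 8 fits that each left out 1 library. Of the 30 members, 4 passed an adjusted p of 0.05 over all genes tested and 11 did adjusted over the list alone. The smallest p-values were those of Krt8, with a log2 fold change of 0.74 (adjusted p = 0.00829 from limma), Slc9a3r1, at 0.69 (0.0149), and Greb1, at 1.52 (0.0470). These passed an adjusted p of 0.05 in 8, 6 and 1 of the 8 fits that each left out 1 library. Camera was run with a preset correlation of 0.01 between genes. Under fry, which takes the correlation from the libraries, this list passed an adjusted p of 0.05 (adjusted p = 0.0154 from limma's fry test) and none of the other 12 did. With a correlation estimated for each list, none of the 13 passed, and the adjusted p of this one was 0.244. Among the 35 ways to split the 8 libraries into 4 and 4, the real one gave the smallest p for this list. The estrogen-responsive list shares Krt8, Krt18 and Krt19 with a list of epithelial markers. Those markers were higher too, with a median log2 fold change of 0.32 (adjusted p = 0.000711 from limma's camera test). A larger share of epithelial RNA was not told apart from a response to estrogen. The paper reports KI67 protein in cells of the luminal epithelium, a compartment that mRNA of the whole uterus does not separate from the others. Proliferation genes, the list that holds Mki67, had a median log2 fold change of 0.12 over 24 members (adjusted p = 0.281 from limma's camera test), and 0 of them met the paper's threshold. Their median was 0.24, -0.19 and 0.30 without Nr2f2 f/f replicates 1, 2 and 4, and 0.22, -0.19 and 0.30 without Nr2f2 d/d replicates 2, 3 and 4, with an adjusted p under 0.05 only without the last, and the adjusted p ranged from 0.0477 to 0.292 across the 8 fits that each left out 1 library.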

Since stromal *Hand2* suppresses endometrial estrogen signaling at GD3.5 (17), the impact of *Nr2f2* loss on the *Hand2*-*Fgf* pathway supports NR2F2 as an upstream regulator of *Hand2* in modulating epithelial-stromal communication in the endometrium for embryo receptivity.

**Figure 1:**
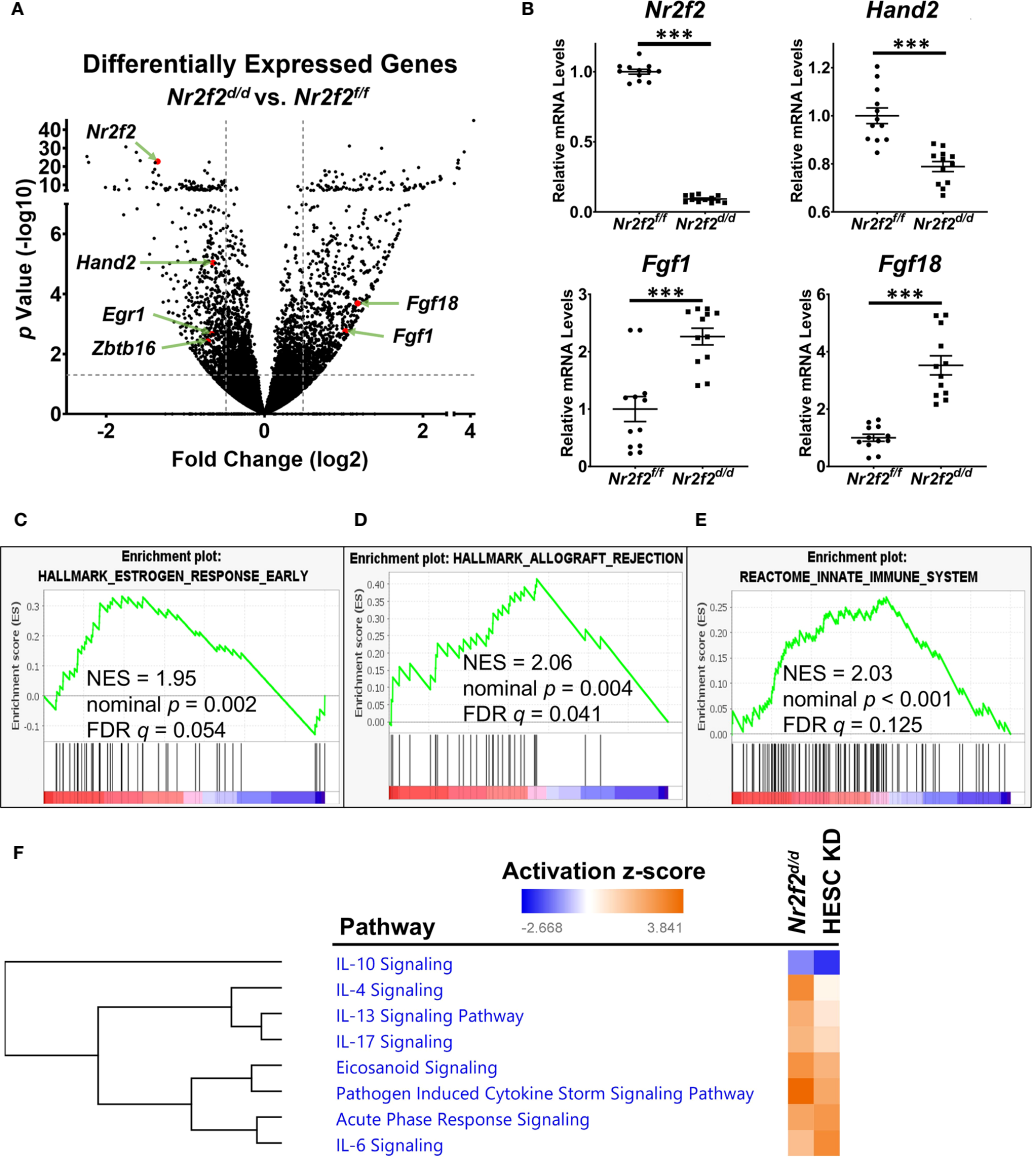
NR2F2 downstream genes and associated pathways in the GD3.5 mouse uterus. **(A)** A volcano plot of the differentially expressed genes between mutant and control uteri. The horizontal dotted line marks the unadjusted p value at 0.05. Vertical dotted lines label the fold change cutoff at 1.4 and -1.4. Selected genes of interest are marked in red with gene symbols displayed. N=4 for each group. **(B)** RT-qPCR validation of the relative RNA abundance of denoted genes. Each group has datapoints of 6 biological replicates with technical PCR duplicates. ***, *p*< 0.001 by two-tailed Mann Whitney test. Error bars denote the standard error of the mean. **(C–E)** Enrichment of NR2F2 downstream genes in molecular pathways by GSEA. NES, normalized enrichment score; FDR, false discovery rate. **(F)** Selected inflammatory pathways that have over-representation of NR2F2 downstream genes in mouse and human, identified by the IPA Canonical Pathway Analysis. Pathways are grouped by hierarchical clustering of activation z-scores. HESC KD, *NR2F2* knockdown in human endometrial stroma cells (NCBI GEO accession GSE47052).

In addition to estrogen hypersensitivity, the *Nr2f2^d/d^* transcriptome manifests a change in the immune baseline as indicated by the positive correlation with the GSEA curated datasets of “allograft rejection” and “innate immune system” (**Figures 1D, E**). This *in vivo* observation is consistent with the enrichment of inflammation-associated genes in the NR2F2 regulated transcriptome of the human endometrial stroma cells (HESC) (12). 

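The curated sets behind these scores were not used here. The antigen presentation list took in every gene with an H2 symbol, H2-Ke6 and H2-T-ps among them. It also holds genes that load or regulate H2 molecules, so not every member presents antigen. Of its 32 tested members, 24 were higher and 8 lower in Nr2f2 d/d. The median log2 fold change of these members was 0.37 (adjusted p = 1.03e-05 from limma's camera test). Of these, 2 passed an adjusted p of 0.05 over all genes tested and 9 did adjusted over the list alone. H2-M9 rose from 0.0772 ± 0.0427 to 2.11 ± 0.640 FPKM (SD, n = 4 each), a log2 fold change of 2.14 (standard error 0.195, adjusted p = 0.00549 from limma). Psmb9 had a log2 fold change of 0.69 (adjusted p = 0.0216 from limma) and H2-D1 of 0.56 (0.0517). H2 genes resemble each other closely, and their fragments could have been divided between them. The mean of the list did not part the groups fully (exact permutation p = 0.0571), and 7 of the 35 splits gave a p as small as the real one. Over all 46 members with any fragments, the median was 0.21. Without Nr2f2 d/d replicate 1 it was 0.23 over the tested members, and the adjusted p ranged from 6.15e-08 to 0.00199 across the 8 fits that each left out 1 library. Interferon-stimulated genes had a smaller median, 0.18 over 32 members (adjusted p = 0.0101 from limma's camera test), with 15 splits as extreme. Their adjusted p ranged from 0.000147 to 0.189 across the 8 fits that each left out 1 library and was above 0.05 without Nr2f2 f/f replicate 4 (0.189) and without Nr2f2 d/d replicate 1 (0.134), with medians of 0.11 and 0.05. Their median was 0.32 and 0.27 without Nr2f2 f/f replicates 1 and 2, and 0.32 and 0.30 without Nr2f2 d/d replicates 2 and 4. In that list 2 passed an adjusted p of 0.05 over all genes tested and 2 did adjusted over the list alone, and Bst2, Gbp8 and Irf1 had the smallest p-values. Complement genes had a median of 0.23 over 16 members (adjusted p = 0.0576 from limma's camera test), of which 2 passed an adjusted p of 0.05 over all genes tested and 2 did adjusted over the list alone. Over all 21 members with any fragments, the median was 0.0650. Without Nr2f2 f/f replicate 3 their median was 0.48 (adjusted p = 0.00644 from limma's camera test), without Nr2f2 d/d replicate 3 it was 0.29 (0.0230), without Nr2f2 f/f replicate 4 it was 0.12 (0.189), and the adjusted p ranged from 0.00644 to 0.189 across the 8 fits that each left out 1 library. C4b rose by a log2 fold change of 0.90 (adjusted p = 0.0249 from limma) and C2 by 0.87 (0.0391), while C1ra changed by -0.42 (0.155). The exons of C2 share 46.9% of their bases with other annotated genes. Psmb9, Bst2, Gbp8, C4b and C2 passed an adjusted p of 0.05 in 4, 4, 2, 4 and 1 of the 8 fits that each left out 1 library.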

Based on NR2F2 downstream target gene lists, the Ingenuity Pathway Analysis (IPA) canonical pathway assay further reveals the impact of NR2F2 loss on immune and inflammation associated signaling pathways in both mouse and human cell models, involving not only both pro- and anti-inflammatory cytokines such as IL6, IL17, IL4, IL10, and IL13, but also mechanisms for pathological response such as “pathogen induced cytokine storm signaling pathway”, “acute phase response signaling”, and “ eicosanoid signaling” (**Figure 1F**, **Dataset S2**). These findings suggest that NR2F2 loss creates a gene expression pattern permissive for immune challenges and that this phenotype is conserved between species.

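The mRNAs of Il6, Il4, Il10, Il13 and Il17a were scarce in whole uterine tissue, and those of Il13 and Il17a were near or below detection. In FPKM (mean ± SD, n = 4 each), Il6 had 0.211 ± 0.173 in Nr2f2 f/f and 0.0945 ± 0.0190 in Nr2f2 d/d, Il4 0.103 ± 0.0658 in Nr2f2 f/f and 0.0675 ± 0.0465 in Nr2f2 d/d and Il10 0.103 ± 0.0284 in Nr2f2 f/f and 0.163 ± 0.0379 in Nr2f2 d/d. Il13 had 0.0293 FPKM in Nr2f2 f/f and 0.0180 in Nr2f2 d/d, and Il17a 0.00350 and 0.00700, as means of 4 libraries. These last means were below the worth of 3 fragments in the smallest library, 0.0408 FPKM for Il13 and 0.0420 FPKM for Il17a. All 5 genes fell under the mean of 0.5 FPKM needed for a test. Among the interleukin and interleukin receptor genes tested, 29 of 43 were higher in Nr2f2 d/d, with a median log2 fold change of 0.08 (adjusted p = 0.0486 from limma's camera test). The adjusted p ranged from 0.0127 to 0.121 across the 8 fits that each left out 1 library. It was above 0.05 without Nr2f2 f/f replicates 1, 3 and 4 (0.105, 0.0511 and 0.120) and without Nr2f2 d/d replicates 1 and 4 (0.121 and 0.0558), and 8 of the 35 splits gave a p as small. Over all 82 members with any fragments, the median was 0.0395. Over the tested members it was 0.05, 0.13 and 0.12 without Nr2f2 f/f replicates 1, 2 and 3 and 0.14 without Nr2f2 d/d replicate 3. Of its members, 1 passed an adjusted p of 0.05 over all genes tested and 1 did adjusted over the list alone. Il4ra, the receptor chain for both IL4 and IL13, had 24.3 ± 7.47 FPKM (SD, n = 4) in Nr2f2 d/d and 13.2 ± 2.69 FPKM (SD, n = 4) in Nr2f2 f/f and a log2 fold change of 0.83 (standard error 0.217, adjusted p = 0.0815 from limma), with Nr2f2 d/d replicate 3 apart from the other 3 at 35.4 FPKM. Il17rd went the other way, with a log2 fold change of -0.74 (adjusted p = 0.0701 from limma). Chemokine genes had a median log2 fold change of 0.31 over 23 members (adjusted p = 0.0145 from limma's camera test), with 7 splits as extreme. Of these, 0 passed an adjusted p of 0.05 over all genes tested, 0 did adjusted over the list alone, and 5 met the paper's threshold. Without Nr2f2 f/f replicate 2 or 4, the adjusted p of the list was 0.0534 or 0.0611, in a range from 0.00118 to 0.0611 across the 8 fits that each left out 1 library, and the median was 0.19 without Nr2f2 f/f replicate 1 and 0.13 without Nr2f2 d/d replicate 4. Ccl3, Ccl4 and Cxcl9 had the smallest p-values of the list and were each higher in all 4 Nr2f2 d/d uteri than in any Nr2f2 f/f uterus (exact permutation p = 0.0286 for each).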

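Among genes of the extracellular matrix, 19 of 37 collagen genes met the paper's threshold, 14 higher and 5 lower in Nr2f2 d/d. Of the collagen genes, 2 passed an adjusted p of 0.05 over all genes tested and 12 did adjusted over the list alone. Col18a1 fell from 95.4 ± 7.88 to 34.0 ± 6.82 FPKM (SD, n = 4 each), a log2 fold change of -1.49 (standard error 0.146, adjusted p = 0.00653 from limma). Col1a2 rose from 237 ± 45.9 to 694 ± 339 FPKM (SD, n = 4 each), a log2 fold change of 1.46 (standard error 0.301, adjusted p = 0.0484 from limma), and Col4a3 had a log2 fold change of -0.55 (adjusted p = 0.0538 from limma). As a list, the collagens had a median log2 fold change of 0.50 (adjusted p = 0.0268 from limma's camera test), or 0.23 over all 44 members with any fragments, but 15 of the 35 splits of the libraries gave a p as small. The adjusted p ranged from 0.00527 to 0.0987 across the 8 fits that each left out 1 library, and was above 0.05 without Nr2f2 f/f replicates 1 and 2 (0.0704 and 0.0543) and without Nr2f2 d/d replicates 1 and 3 (0.0632 and 0.0987), with a median of 0.30 without Nr2f2 f/f replicate 2 and 0.32 without Nr2f2 d/d replicate 3. Integrin genes were higher in Nr2f2 d/d for 23 of 28 members, by a median log2 fold change of 0.14 (adjusted p = 0.0268 from limma's camera test), and 4 splits gave as small a p. Their adjusted p ranged from 0.00602 to 0.0680 across the 8 fits that each left out 1 library, and was above 0.05 without Nr2f2 f/f replicates 3 and 4 (0.0511 and 0.0573) and without Nr2f2 d/d replicates 1 and 4 (0.0680 and 0.0558), and the median was 0.22 without Nr2f2 d/d replicate 3. In this list 1 passed an adjusted p of 0.05 over all genes tested and 3 did adjusted over the list alone. The list was matched by symbol. It also holds Itgb1bp1, Itgb3bp and Itgbl1, which are not integrin subunits and were each higher in Nr2f2 d/d. Itgb8 fell by 1.42 on the log2 scale (adjusted p = 0.0121 from limma), whereas Itga8 and Itgb6 rose by 0.65 and 1.00 (0.0798 and 0.0806). Laminin genes moved both ways, with 3 higher and 7 lower (adjusted p = 0.182 from limma's camera test), and a median of -0.24 that was -0.07 without Nr2f2 f/f replicate 2. So did matrix proteases and their inhibitors, with 15 higher and 16 lower (adjusted p = 0.816 from limma's camera test) and a median of -0.05 that ranged from -0.23 without Nr2f2 f/f replicate 2 to 0.00428 without Nr2f2 f/f replicate 4. Of the laminins 1 passed an adjusted p of 0.05 over all genes tested and 2 did adjusted over the list alone, and of the proteases and inhibitors 3 passed an adjusted p of 0.05 over all genes tested and 7 did adjusted over the list alone. Lama2 fell by 0.85 on the log2 scale (adjusted p = 0.0299 from limma), and Adamts3 rose by 0.63 (0.0189) while Adamts19 and Adamts12 fell by 0.79 and 0.57 (0.0203 and 0.0327). Lamc3 and Lamb3 did not pass the adjustment. Col18a1, Col1a2, Itgb8, Lama2, Adamts3, Adamts19 and Adamts12 passed an adjusted p of 0.05 in 8, 2, 7, 2, 4, 5 and 0 of the 8 fits that each left out 1 library.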

Notably, expression of many extracellular matrix and cell-matrix interaction genes are altered in response to NR2F2 loss as captured under “wound healing signaling pathway” and “integrin signaling” (IPA canonical pathways of **Dataset S1**), which implicates a role of NR2F2 in regulation of the uterine matrix homeostasis that is important for sustaining a normal pregnancy (32). These observations provide insights in a molecular context for the embryo implantation failure phenotype in mutant mice (15). In summary, this RNAseq data revealed multiple mechanisms utilized by NR2F2 to sustain normal uterine function at early pregnancy.

### Positively correlated gene signatures between NR2F2 and major uterine regulators

Next we compared the transcriptomic changes between NR2F2 ablation and other major uterine regulator perturbations that are crucial for early pregnancy. Subsets of the 1533 DEGs from NR2F2 ablation are present in DEGs from mutations of PGR Activation function 1 domain (*Pgr^AF1/AF1^*, 309 genes) (33), *Ihh* (*Ihh^d/d^*, 261 genes) (34), *Sox17* (*Sox17^d/d^*, 592 genes) (35), *Foxa2* (*Foxa2^d/d^*, 523 genes) (36), *Wnt4* (*Wnt4^d/d^*, 510 genes) (37), *Errfi1* (*Errfi1^d/d^*, 298 genes) (38), *Arid1a* (*Arid1a^d/d^*, 360 genes) (39), and *Sirt1* (*Sirt1^d/d^*, 971 genes) (40) (**Figures 2A**, **S1**). Most overlapped genes shared the same direction of gene expression alterations in response to perturbations (91% with *Pgr^AF1/AF1^*, 75% with *Ihh^d/d^*, 77% with *Sox17^d/d^*, 94% with *Foxa2^d/d^*, 71% with *Wnt4^d/d^*, 86% with *Errfi1^d/d^*, 84% with *Arid1a^d/d^*, and 79% with *Sirt1^d/d^*), indicating a positive correlation on gene signatures between NR2F2 and these major uterine regulators (**Figures 2A**, **S1**). These findings provide transcriptomic evidence to support interactions between NR2F2 and other uterine regulators for gene expression programs at early pregnancy.

**Figure 2:**
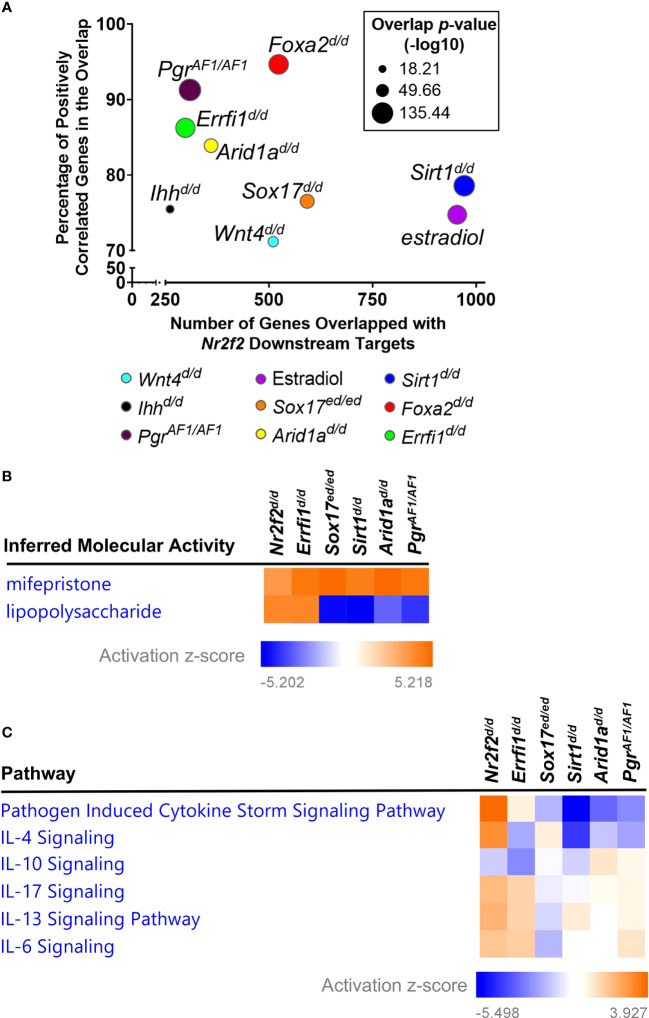
Gene signature comparison between *Nr2f2* and major uterine regulators. **(A)** Common downstream genes by the Illumnia BaseSpace Correlation engine. **(B, C)** Comparative analysis of gene signatures on inferred molecular activities by the IPA upstream regulator assay **(B)** and on enrichment of impacted genes in curated signaling pathways by the IPA canonical pathway assay **(C)**.

Consistent with the previously observed estrogen hyperactivity (15, 16), the *Nr2f2^d/d^* transcriptome is positively correlated with the uterine estradiol gene signature, with 75% of overlapping genes sharing the same direction of changes (**Figures 2A**, **S1**). Moreover, the result of the IPA upstream regulator assay reveals an increase of inferred mifepristone activities in the *Nr2f2^d/d^* transcriptome (**Figure 2B**), suggesting a loss of progesterone signaling activities. This genome-wide evidence supports the phenotype of unopposed estrogen activities in the context of progesterone signaling loss, in addition to the marker-gene-based findings in **Figure 1**. In addition, this progesterone signaling loss phenotype is seen in the GD3.5 uterine transcriptome of *Pgr^AF1/AF1^*, *Sox17^d/d^*, *Errfi1^d/d^*, *Arid1a^d/d^*, and *Sirt1^d/d^* mice that manifest hyperactive estrogen activities (**Figure 2B**) (33, 35, 38–40), indicating a common theme among these transcription regulators in modulating progesterone signaling activities. On the other hand, these uterine regulators also exhibit a divergent change of the immune baseline despite their shared loss of progesterone signaling activities, as demonstrated by the inferred lipopolysaccharide activities, a surrogate for the inflammation status, manifesting an increase in *Nr2f2^d/d^* and *Errfi1^d/d^* and a reduction in *Pgr^AF1/AF1^*, *Sox17^d/d^*, *Arid1a^d/d^*, and *Sirt1^d/d^* uteri (**Figure 2B**). 

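The public estradiol profile of this comparison was not used here. A list of genes that estrogen induces in the uterus, among them Ltf, Muc1, the Sprr2 family and Clca1, had a median log2 fold change of 1.59 over 20 tested members, 18 of them higher and 2 lower in Nr2f2 d/d (adjusted p = 3.84e-06 from limma's camera test). The mean of the members was -0.23, -0.66, 1.26 and -0.38 in Nr2f2 f/f replicates 1 to 4 and 2.20, 1.26, 2.97 and 0.18 in Nr2f2 d/d replicates 1 to 4, on the log2 scale relative to the Nr2f2 f/f mean. Nr2f2 f/f replicate 3 thus lay among the Nr2f2 d/d libraries and Nr2f2 d/d replicate 4 among the Nr2f2 f/f libraries (exact permutation p = 0.0857), and 6 of the 35 splits gave a p as small as the real one. Of the 20 members, 3 passed an adjusted p of 0.05 over all genes tested and 5 did adjusted over the list alone. Padi2 had the smallest p, with 33.0 ± 6.81 FPKM (SD, n = 4) in Nr2f2 d/d and 8.77 ± 2.23 FPKM (SD, n = 4) in Nr2f2 f/f and a log2 fold change of 1.86 (standard error 0.189, adjusted p = 0.00711 from limma). Fragments of the near-identical Sprr2 genes could have been split between them in the counting.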

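Of genes that progesterone induces in the uterus, 15 of 18 tested members were lower in Nr2f2 d/d and 3 higher, with a median log2 fold change of -0.41 (adjusted p = 0.0101 from limma's camera test). The mean of the members was 0.31, -0.45, 0.10 and 0.03 in Nr2f2 f/f replicates 1 to 4 and -0.47, -0.24, -1.3 and -0.15 in Nr2f2 d/d replicates 1 to 4, relative to the Nr2f2 f/f mean, so the groups overlapped (exact permutation p = 0.114), and 11 of the 35 splits gave a p as small. Without Nr2f2 d/d replicate 3 the median was -0.21 and the adjusted p from limma's camera test 0.0987, and the adjusted p ranged from 0.00193 to 0.0987 across the 8 fits that each left out 1 library. Among the members, 1 passed an adjusted p of 0.05 over all genes tested and 5 did adjusted over the list alone. The list holds Hand2 and Zbtb16. After Hand2, the smallest p-values were those of Fst, with a log2 fold change of -0.92 (adjusted p = 0.0783 from limma), and Ptch1, at -1.20 (0.0792). Pgr itself had 26.4 ± 5.67 FPKM (SD, n = 4) in Nr2f2 d/d and 19.3 ± 6.30 FPKM (SD, n = 4) in Nr2f2 f/f, a log2 fold change of 0.48 (standard error 0.255, adjusted p = 0.318 from limma), which was 0.26 without Nr2f2 f/f replicate 2.

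**Figure D2:**
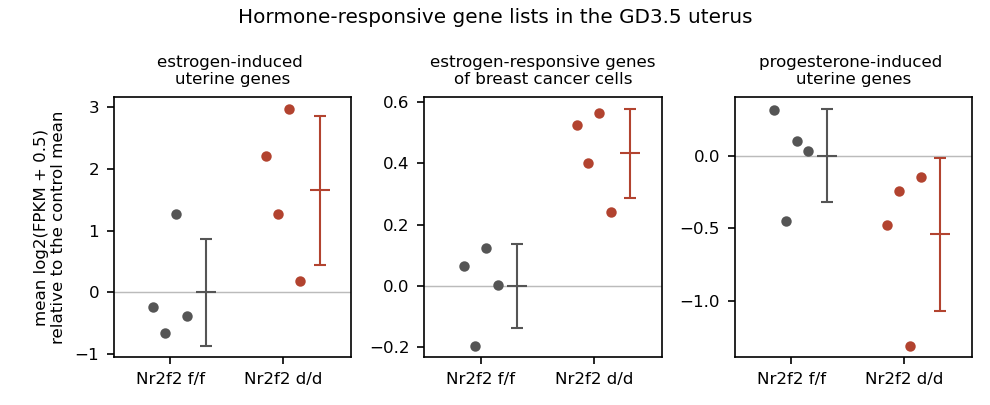
Mean log2(FPKM + 0.5) of the members of 3 gene lists, relative to the Nr2f2 f/f mean. Each point is the library of 1 mouse, and the bar with whiskers is the mean ± SD of the group (n = 4). The groups are apart for the estrogen-responsive genes of breast cancer cells and overlap for the other 2 lists.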

The difference on the change of the immune baseline is further reflected by the diverse enrichment pattern of cytokine signaling pathways that are under the control of these regulators (**Figure 2C**). These findings demonstrate the common and distinct biological processes between NR2F2 and other major uterine regulators in the uterus at early pregnancy.

### Reduced HAND2 protein abundance in the *Nr2f2* deficient uterine stroma

Immunostaining results reveal multiple KI67-positive cells in the luminal epithelium and a reduction of PGR expression levels in the stroma of the *Nr2f2^d/d^* uterus at GD3.5, in contrast to the negative KI67 signal and strong PGR expression in the corresponding compartments of the control uterus (**Figure 3**). This observation indicates the presence of unopposed estrogen signaling activities in the mutant uterus, which is consistent with the RNAseq findings (**Figure 1C**) and previous reports (15, 16). In the mutant stroma, the HAND2 protein abundance is lower compared with the control (**Figure 3**), in line with the changes in the uterine *Hand2* mRNA levels and reflecting the de-repression of HAND2’s downstream targets *Fgf1* and *Fgf18* (**Figure 1B**). Collectively, the immunohistochemistry findings further support the transcriptomic results on the estrogen hypersensitive phenotype and the impact on stromal HAND2 expression.

**Figure 3:**
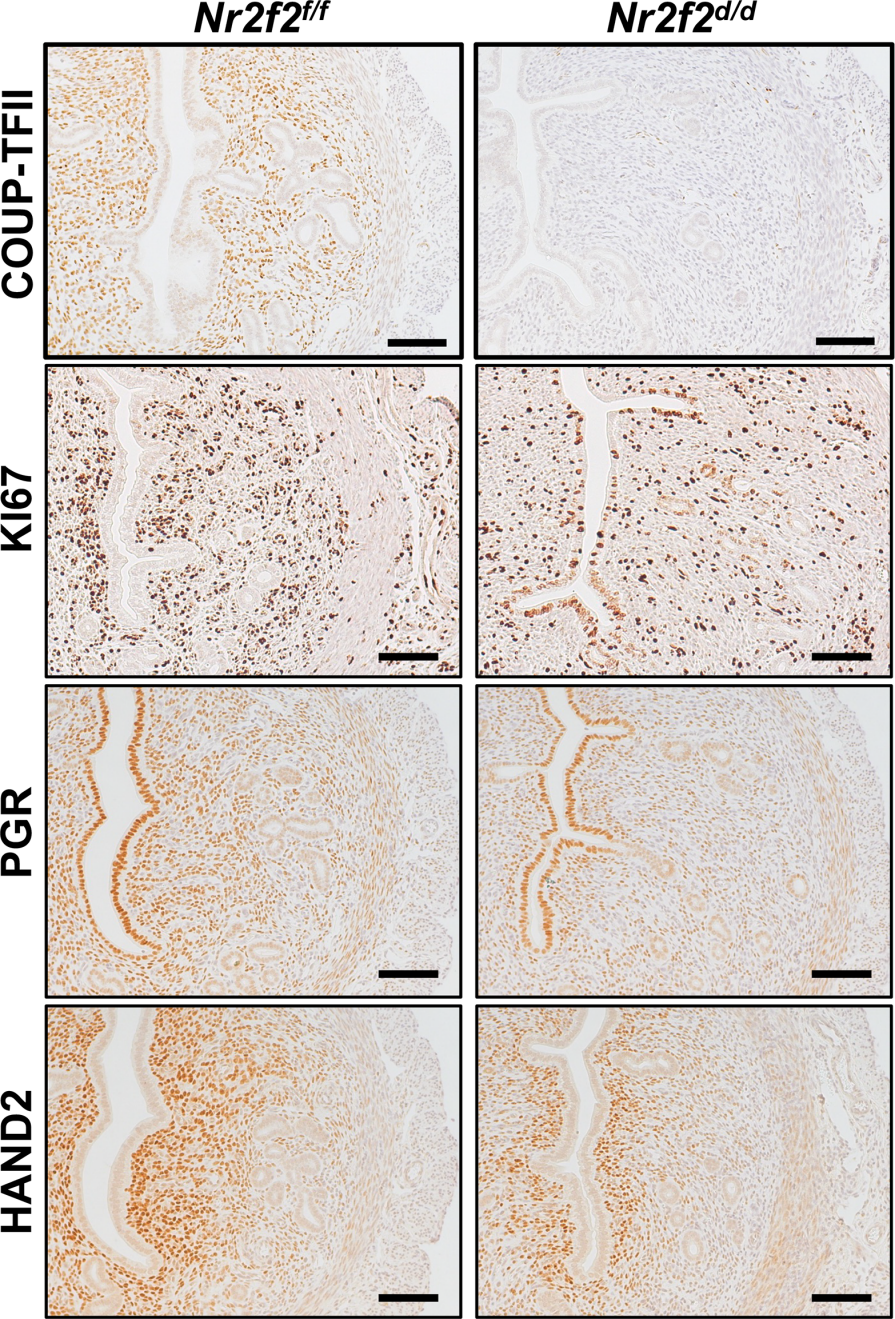
Immunostaining of denoted protein on the GD3.5 uterus. Four biological replicates on each genotype. Scale bar = 100 um.

### Tissue specific NR2F2 genome occupancy pattern in the uterus

Given the transcription factor feature of NR2F2, the NR2F2 genome occupying profile was mapped by the ChIP-seq assay in the GD3.5 uterus using two pools (Replicates A and B) of wild type mouse uteri. Replicates A and B have 14150 and 8285 NR2F2 occupied genomic intervals, respectively, and share 7425 common intervals (**Figure 4A**, **Dataset S3**). Over 60% and 53% of the 7425 NR2F2 occupied intervals are located in the H3K27ac (41) and H3k4me1 positive histone marks loci, respectively (**Figure 4B**). This observation suggests that the majority of genome-binding NR2F2 is located in active, poised enhancers, or both. *De novo* motif enrichment analysis shows an overrepresentation of the (A/G)GGTCA sequence in both replicates of the GD3.5 uterus (**Figure 4C**). Such an enrichment is also seen in NR2F2 occupying sites that were mapped previously in female and male mesonephori (9) and in the embryonic atria (42). Results of this unbiased search of the *in vivo* NR2F2-binding motif for mice are consistent with previous *in vitro* findings (43). In addition, this sequence is also preserved in NR2F2 occupying sites in human cells (12, 44). Moreover, both replicates show overrepresentations of motifs of major uterine regulators including PGR, ESR1, and AP-1 among others (**Figure 4D**, **Dataset S4**). Notably, motifs of two major uterine regulators PGR and FOXL2 are overrepresented only in the uterus in a survey of the NR2F2 cistrome across various tissues (**Dataset S4**), while motifs for CTCF/CTCFL and TBX20 are only enriched in embryonic mesonephroi and atria, respectively (**Dataset S4**). These results suggest a potential tissue-specific cistome microenvironment that permits interactions of NR2F2 with a unique group of transcription regulators to modulate gene expression. In summary, the similar findings between these two replicates together support the validity of NR2F2 ChIP-seq results in the uterus. These observations also provide a comprehensive map of the uterine NR2F2 cistrome and candidate interacting factors on genomic regulation at GD3.5.

**Figure 4:**
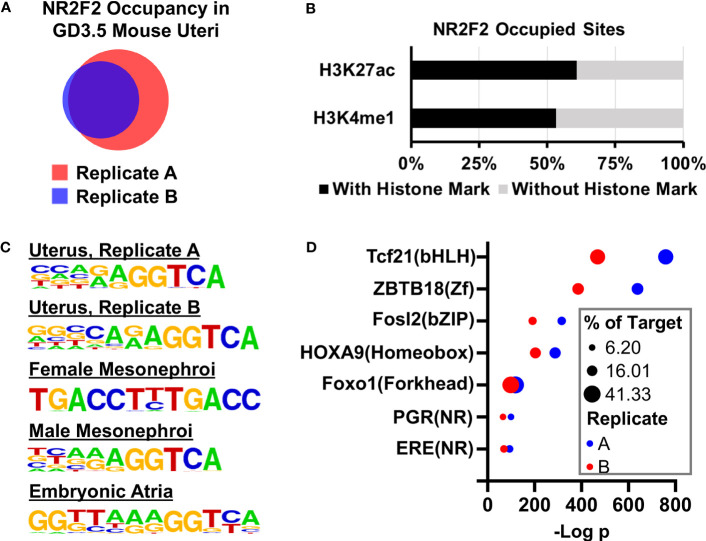
NR2F2 genome occupancy in the GD3.5 uterus by ChIP-seq. **(A)** Comparision of NR2F2 occupied intervals in two pools of wild type uterine tissues. **(B)** Fractions of NR2F2 occupied sites with and without enhancer histone marks. **(C)** NR2F2 binding motifs in various mouse tissues predicted by the HOMER *de novo* motif analysis based on NR2F2 ChIP-seq data. **(D)** Selected known motifs of uterine regualtor families that are enriched in NR2F2 occupied sites in the uterus.

### *Hand2* as a direct downstream target gene of NR2F2

Both NR2F2 uterine ChIP-seq replicates show NR2F2 occupancy at the *Hand2* locus (**Figure 5A**). ChIP-qPCR validated the NR2F2-binding events in all three NR2F2-binding intervals surrounding the *Hand2* gene body within a 52-kilobase stretch of genomic region (**Figures 5A, B**). In addition, NR2F2 also occupies the genomic loci of two other transcription factors *Egr1* and *Zbtb16* (**Figure S2**) that both manifest reduced mRNA abundance in the *Nr2f2^d/d^* uterus compared with control (**Dataset S1**). 

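In the uterine RNA-seq libraries, Egr1, on chromosome 18 from 34859823 to 34864984 on the plus strand of mm10, had 16.9, 15.1, 11.1 and 19.3 FPKM in Nr2f2 f/f replicates 1 to 4 and 7.41, 13.0, 8.09 and 7.88 in Nr2f2 d/d replicates 1 to 4. Of these, Nr2f2 d/d replicate 2 lay apart from its group and within the Nr2f2 f/f range. The means were 15.6 ± 3.46 and 9.10 ± 2.63 FPKM (SD, n = 4 each), and the log2 fold change was -0.65 to -0.93 with each library left out in turn. Zbtb16, on chromosome 9 from 48654297 to 48836222 on the minus strand, had 6.43, 13.4, 9.04 and 9.76 FPKM in Nr2f2 f/f and 5.76, 4.70, 3.44 and 7.23 in Nr2f2 d/d, in the same order, with means of 9.65 ± 2.87 and 5.28 ± 1.61 FPKM. Nr2f2 d/d replicate 4 was above Nr2f2 f/f replicate 1 for this gene, and the log2 fold change was -0.64 to -0.98 with each library left out in turn.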

The NR2F2 binding events were validated by ChIP-qPCR at 3 and 6 genomic intervals in the *Egr1* and *Zbtb16* loci, respectively (**Figure S2**). These data provide evidence of NR2F2 genome occupancy at loci of *Hand2*, *Egr1*, and *Zbtb16* that are NR2F2 downstream targets, suggesting a direct modulation of the transcription of these major uterine transcription regulators by NR2F2. Notably, PGR occupancy was also detected by ChIP-qPCR in the aforementioned NR2F2-binding regions proximal to the *Hand2* gene body (**Figure S3**), confirming previous observations (NCBI accession number GSE226623) and implicating a potential interaction between NR2F2 and PGR in regulation of *Hand2* expression via recruitment to proximity in the genome.

**Figure 5:**
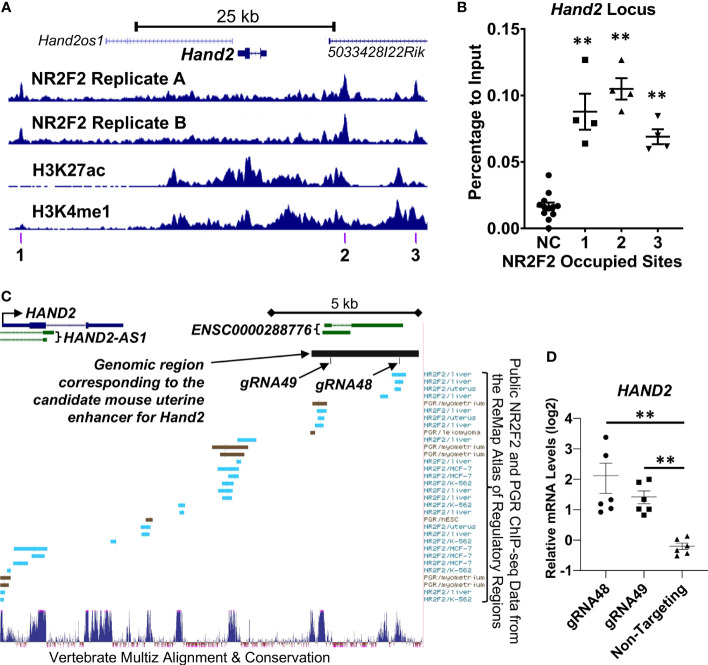
NR2F2 occupany and enhancer histone mark patterns at the *Hand2* locus in the GD3.5 uterus. **(A)** Trackview of the *Hand2* locus **(B)** ChIP-qPCR of the GD3.5 uterus on NR2F2 occupying regions denoted in **(A)**. NC, Negative control site. **(C, D)** Functional assessment of a candidate uterine enhancer for HAND2 gene regulation in T-HESC. **(C)** Track view of the UCSC Genome Browser at the human *HAND2* locus in the hg38 genome assembly with annotations of the gRNAs for CRISPRa and the genomic region corresponding to a NR2F2 occupied mouse uterine enhancer (chr8:57331591-57335031 in the mm10 genome assembly). **(D)** Relative HAND2 mRNA abundance by RT-qPCR after targeting the candidate enhancer by CRISPRa. Each group includes datapoints of biological triplicates with technical PCR duplicates. **, *p* < 0.01 by the two-tailed Mann Whitney test. Error bars denote the standard error of the mean.

Next, as a proof of principle, we performed functional assessment on one of the putative enhancers occupied by NR2F2 located at approximately 10-kilobases downstream of the *Hand2* gene (Site 2 in **Figure 5A**). This site was chosen based on the criteria that it has both H3K27ac and H3K4me1 histone marks with NR2F2 occupancy in both uterine ChIP-seq replicates within a 50-kb vicinity of the *Hand2* gene body (**Dataset S3**). The UCSC genome browser liftover tool found correspondence of this mouse putative enhancer in a human genomic region approximately 12-kilobase downstream of the human *HAND2* transcription start site with the genome coordinates chr4:173516002-173519662 in the hg38 genome assembly (**Figure 5C**). The Multiz tool (45) further identified two highly conserved subareas in this genomic region, in which the Remap Atlas (46) shows NR2F2 and PGR occupancy that is documented based on previously published ChIP-seq data (**Figure 5C**). These observations provide evidence to support the subsequent functional assay. For testing the ability of a transcription activator to promote *Hand2* gene expression from this location, two independent guide RNAs (gRNA48 and gRNA49) that target the two conserved subareas were transduced into immortalized human endometrial stromal cells (T-HESC) (47) for the recruitment of the dCas9-VPR CRISPR activator to the target region (**Figure 5C**). qRT-PCR results show an increase of the endogenous *HAND2* mRNA abundance in cells that express gRNA48 and gRNA49 compared with those expressing non-targeting gRNA that serves as a negative control (**Figure 5D**). This finding together with the local NR2F2 occupancy suggest that this enhancer recruits NR2F2 and promotes *HAND2* gene expression.

## Discussion

*In vivo* studies demonstrated both NR2F2 and HAND2 as crucial members of a regulatory network that mediate progesterone dependent epithelial-stromal cross talk to prepare the endometrium ready for embryo implantation (2). NR2F2 has been speculated as an upstream regulator of the *Hand2* gene because progesterone promotes stromal *Hand2* expression (17) and NR2F2 is required for stromal PGR expression (15). Results of the present study provide evidence to show that NR2F2 promotes *Hand2* gene transcription by occupying a nearby region in the non-coding genome of the uterus. The chromatin of this genome interval is modified with enhancer histone marks at early pregnancy and the DNA sequence is conserved between mouse and human. Functional analysis of this genome interval further supports a cis-acting element role of this genome interval that permits the occupying transcription regulators to modulate the *Hand2* gene. These findings place NR2F2 upstream of *Hand2* in the context of natural pregnancy and identify a NR2F2-interacting cis-acting element for transcriptional control of *Hand2*.

In contrast to the defined NR2F2-*Hand2* regulation in the mouse uterus, cultured primary human endometrial stroma cells exhibit a trending decrease of *HAND2* mRNA abundance after silencing NR2F2 (12, 20). The difference between mouse and cell models could be a result of NR2F1 compensation in the human cells. *NR2F1* mRNA is substantially expressed in both primary and immortalized human endometrial stroma cells (20, 48), while NR2F1 expression is below the detection threshold in the mouse endometrium (49). NR2F1 and NR2F2 are structurally similar and functionally interchangeable (49–51). Notably, in the uterus, *Pgr^Cre^* dependent overexpression of human NR2F1 is sufficient to restore the embryo receptivity and the decidualization response (49). These observations suggest a potential functional redundancy between NR2F1 and NR2F2 in human endometrial stroma cells that awaits future investigation.

The putative enhancer 10-kilobase downstream of the mouse *Hand2* gene is occupied by both NR2F2 (**Figure 5A**, site 2) and PGR (NCBI Accession GSE226623). Additionally, PGR ChIP signals are detected in the human endometrial specimen at the secretory phase (52). The PGR occupancy suggests that this site possibly mediates, in part, progesterone’s action on *Hand2* regulation. Moreover, the proximity of NR2F2 and PGR at this site further implicates the potential recruitment of both NR2F2 and PGR into the same transcription regulatory complex by this cis-acting element for the control of *Hand2* expression. NR2F2 is known to physically interact with other nuclear receptors such as the retinoid X receptor (53) and the glucocorticoid receptor (54) as well as with transcription factors including PROX1 (55) and SMAD4 (56). The interaction with other transcription regulators may permit NR2F2 to conduct cell type-specific regulation of gene expression program pertinent to tissue-specific functions, for example, the *Hand2* gene regulation in the uterine stroma. On the same token, the *Hand2* gene’s restricted expression pattern in the stroma and absence in the epithelium could be a result of requiring both NR2F2 (stroma only) and PGR (stroma and epithelia) for expression. This putative uterine *Hand2* enhancer offers a test platform for further assessment of the potential interaction between NR2F2 and PGR on transcription regulation.

While *Nr2f2^d/d^* mice share the phenotype of unopposed estrogen activities in the GD3.5 uterus with *Pgr^AF1/AF1^*, *Sox17^d/d^*, *Errfi1^d/d^*, *Arid1a^d/d^*, and *Sirt1^d/d^* mutants, the underlying mechanisms by which these major regulators manage estrogen responsiveness may vary. Transcriptomic data suggest that *Sirt1* also regulates the HAND2-FGF pathway, which could be achieved through control of NR2F2 expression (40). On the other hand, *Hand2* mRNA abundance is not altered in response to *Arid1a* and *Errfi1* ablation (38, 39) despite an increase of *Fgf18* transcript levels in the *Errfi1^d/d^* uterus compared to the control. These observations together implicate that multiple pathways are required to modulate the estrogen response in the endometrium at early pregnancy under the collective control of these major uterine regulators.

A tightly controlled immune microenvironment is crucial during early pregnancy. For example, uterine mesenchymal cells, including myometrial fibroblasts and decidual stromal cells, express IL33 to support implantation chamber formation and vascular remodeling at early pregnancy (57). However, high maternal serum IL33 levels are associated with miscarriage (58). Similarly, it has been proposed that timely regulated abundance of IL15, another proinflammatory cytokine, in the endometrium is important for recruitment of natural killer cells and trophoblast migration at early pregnancy (20). 

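Il15, on chromosome 8 from 82331632 to 82403222 on the minus strand of mm10, had 34.6 ± 8.19 FPKM (SD, n = 4) in Nr2f2 d/d and 12.4 ± 2.02 FPKM (SD, n = 4) in Nr2f2 f/f, a log2 fold change of 1.44 (standard error 0.168, adjusted p = 0.00887 from limma). All 4 Nr2f2 d/d uteri were above all 4 Nr2f2 f/f uteri (exact permutation p = 0.0286). The highest was Nr2f2 d/d replicate 3 at 46.8 FPKM, apart from the other 3. Without it the log2 fold change was 1.28, and the adjusted p from limma ranged from 0.0136 to 0.0381 across the 8 fits that each left out 1 library. Il33, on chromosome 19 from 29925114 to 29960718 on the plus strand, had 3.15 ± 1.54 FPKM (SD, n = 4) in Nr2f2 d/d and 1.35 ± 0.269 FPKM (SD, n = 4) in Nr2f2 f/f. Its log2 fold change of 0.86 (standard error 0.358, adjusted p = 0.222 from limma) met the paper's threshold with an unadjusted p of 0.0433 but not the adjustment over all genes tested, and 3 of 4 Nr2f2 d/d uteri were above every Nr2f2 f/f uterus (exact permutation p = 0.114). Nr2f2 d/d replicate 4 had 0.994 FPKM, within the Nr2f2 f/f range of 0.974 to 1.61. Without it the log2 fold change of Il33 was 1.24 (adjusted p = 0.0212 from limma), and the adjusted p ranged from 0.0212 to 0.400 across the 8 fits that each left out 1 library.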

The elevated levels of *Il33* and *Il15* mRNA in response to *Nr2f2* ablation (**Dataset S1**) suggests that NR2F2 may play a gatekeeper role in coordinating the complex immune responses at the peri-implantation stage via modulating *Il33* and *Il15* expression. Notably, silencing HAND2 in human endometrial stroma fibroblasts also results in an increase of *IL33* and *IL15* mRNA abundance (20). Considering the directional regulation of *Hand2* expression by NR2F2, HAND2 is likely involved in NR2F2 dependent controls of *Il33* and *Il15* expression. In summary, results of the present study support a NR2F2-HAND2 axis in regulation of the uterine immune microenvironment at early pregnancy.

Interestingly, a subpopulation of cells that reside in the subepithelial space of the luminal epithelium retain HAND2 protein immunoreactivities in the absence of NR2F2 (**Figure 3**). Based on the location, it is conceivable to assume the stromal fibroblast origin of these HAND2 expressing cells. One possibility is that signals other than NR2F2 may sustain the HAND2 expression in this subpopulation of stromal cells, while stromal cells distal to the luminal epithelia depend on NR2F2’s regulation of HAND2 expression. Similar to the restricted HAND2 expression, the stromal expression of PGR, a downstream effector of epithelial hedgehog signaling (2), is also limited to the subepithelial space in the *Nr2f2^d/d^* uterus (**Figure 3**). This suggests that stromal NR2F2 is essential to license stromal cells that are located distal to the luminal epithelium to acquire HAND2 and PGR dependent regulatory programs for preparing subsequent embryo implantation. Alternatively, the presence of these HAND2-positive, NR2F2-negative cells could result from a change in cell identity, given that NR2F2 has a role in cell fate determination in progenitor cells (6). NR2F2 loss could also lead to a change in the cell type composition among subpopulations of stromal cells in the endometrium (59–61). Future experimentation to determining the type and the spatial arrangement of composition in the *Nr2f2^d/d^* endometrial cells may help to determine the cellular identity of this subpopulation and shed light on the mechanisms by which NR2F2 controls the homeostasis of various subtypes of stromal cells.

## Data availability statement

All sequencing data are deposited to the Gene Expression Omnibus of the National Center for Biotechnology Information under the accession number GSE232583.

## Ethics statement

Ethical approval was not required for the studies on humans in accordance with the local legislation and institutional requirements because only commercially available established cell lines were used. The animal study was approved by National Institute of Environmental Health Sciences Animal Care and Use Committee. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

YO, FJD, and SPW designed the experiments. YO, EQ, TW, YM-L, SMR, and SPW performed experiments, collected data, and conducted data analyses. JPL provided critical reagent. SPW, FD, and FJD supervised the execution of experiments and data analysis. YO, EQ, TW, YM-L, and SMR wrote parts of the manuscript. SPW and FJD wrote the final draft of the manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

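RNA from whole uterine tissue at GD3.5 was measured in 8 libraries, 1 per mouse, from 4 Nr2f2 f/f controls and 4 Nr2f2 d/d mice. Groups and replicate numbers 1 to 4 were taken from the sample labels and the paper's description of the mice. The titles and the numbers inside the labels differ: the labels number the Nr2f2 f/f mice 1, 2, 3 and 5 and the Nr2f2 d/d mice 1, 3, 4 and 5. The replicate numbers in the text are those of the titles. The 8 columns of values were matched to the mice by name, and no column was left unmatched.

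The deposited values are FPKM, which the authors made by trimming adaptors with cutadapt, aligning 76-bp paired-end reads to mm10 with STAR and counting the fragments of each gene with featureCounts, before they scaled each count to gene length and library total. The gene annotation, the strand setting of the counting and the formula of the FPKM are not named in the paper's text. The authors tested counts with DESeq2, with an unadjusted p under 0.05 and a fold change of at least 1.4, and those counts were not used here. FPKM are relative to the total of a library, so a change in a few very abundant transcripts shifts all others. Fragments of near-identical genes, such as the Sprr2, Prss28 and Prss29, H2 and Gbp families, and of genes that overlap on opposite strands can be counted for the wrong gene, and values of such genes are uncertain.

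The table lists 24963 genes, of which 3893 are at 0 in all 8 libraries. These include the globin genes, so the list of erythroid markers rests on Alas2 and tells nothing about blood in the tissue. Symbols were matched to GENCODE vM21, an annotation of mm10, for coordinates, exon length and GC content: 24378 by current symbol, 107 by an older one, and 478 not to a single gene. The depth of each library was recovered from short genes of 1 exon, whose FPKM become whole fragments at 1 library total. It was 61050000 to 92300000 fragments, with a median of 61950000 in Nr2f2 f/f and 80475000 in Nr2f2 d/d. Floors of 3 fragments cover counting error only.

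The FPKM were taken to log2 after 0.5 was added. Genes with a mean of at least 0.5 FPKM over the 8 libraries were tested, 14323 in all, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, two-sided), and p-values were adjusted by the Benjamini-Hochberg method. Single genes and list means were also compared with two-sided exact permutation tests over all arrangements of the 8 libraries. Lists were tested with limma's camera at a correlation of 0.01 between genes, adjusted over the 13 signature lists and, separately, over the cell type and tissue lists. These are 15 lists of markers, of T and NK cells, macrophages, neutrophils, B cells, epithelium, glands, stroma, smooth muscle, endothelium, mesothelium, adipocytes, ovary, oviduct, skeletal muscle and erythroid cells. The lists were written from general knowledge, in place of the curated sets of the paper's GSEA and IPA, which were not used here. Tables were prepared with Python 3.11.15.

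The genes named in the text follow a rule: the genes that the paper names, the 10 largest increases and the 10 largest decreases among genes with an adjusted p under 0.05, a mean of at least 1 FPKM and groups that do not overlap, and the 3 members with the smallest p in each list. The groups, the limma, camera and single-gene permutation tests, the lists, the rule for named genes and the alternatives were set before the data were examined. The permutation tests of list means were added later. Cxcl15 is named outside the rule and was chosen after its values were seen, and Ltf, Muc1, Clca1 and members that 2 lists share are named without values.

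The model was tested on simulated data for the same 14323 genes, with 200 changed by known folds. It recovered 181 of these 200 and 107 of the 113 changed 4-fold, and 13 of its 206 calls were unchanged genes. The other 12 calls were among the 40 members of a list that was changed by a smaller fold. The list test called the 1 list that was changed and 0 of 12 unchanged lists. The simulated noise was independent between genes. The simulation therefore cannot tell how camera's preset correlation holds for lists whose members vary together.

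The alternatives were other values added before the log2 (0.1 and 1), other filters on low values (none, and a mean of at least 1 FPKM), median-ratio scaling, quantile normalization, eBayes without the trend and with robust estimation, the replicate number as a block, an adjusted threshold for the paper's count, camera with an estimated correlation, fry, list members with a mean of at least 5 FPKM, and each library left out in turn. Other splits of the 8 libraries into 4 and 4 were fitted in the same way. The public estradiol profile, the ChIP-seq data, the human cells and the other mouse mutants of the paper were not analysed here.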

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

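The tests of Nr2f1, of the dilution of endothelial transcripts and of the spread of Spink1 were chosen after the result was seen.

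In 270 groups of 4 values, 19 had a value far from the other 3 by Dixon's ratio (above 0.829), where 14 would be expected by chance at 1 in 20. Nr2f2 d/d replicate 3 stood apart in its group, in FPKM, for Nr2f2 (6.90 against 9.42 to 9.74 in the other 3), Il15 (46.8 against 29.4 to 31.8), Sox17 (34.1 against 86.2 to 95.1) and Il4ra (35.4 against 19.9 to 21.7), and for the oviduct list, which is Ovgp1 alone, at -2.50 against 1.14 to 1.72 on the log2 scale. Nr2f2 d/d replicate 2 stood apart for Egr1 (13.0 against 7.41 to 8.09 FPKM) and Dcn (673 against 713 to 719.5 FPKM), and Nr2f2 d/d replicate 4 for Tac2 (2.83 against 0.146 to 0.587 FPKM). Nr2f2 f/f replicate 3 stood apart for Wfdc18 (1.13 against 0.149 to 0.298 FPKM), C1qb (74.3 against 36.2 to 42.7 FPKM), Fabp4 (7.33 against 1.53 to 1.91 FPKM), the complement list (0.44 against -0.18 to -0.09 on the log2 scale), the adipocyte list, which is Fabp4 alone (1.34 against -0.60 to -0.36), and its library total (77350000 fragments against 61050000 to 62750000). No explanation of these values was tested apart from those of the gland genes. The design names no difference between mice of a group.

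Spink1, Prss29 and Prss28, which mark the uterine glands, varied far more among the Nr2f2 f/f mice than most genes. Nr2f2 f/f replicate 2 had 1332 against 115 to 288 FPKM in the other 3 for Spink1, 1444 against 2.05 to 244 for Prss29 and 509.7 against 0.342 to 50.0 for Prss28. In Nr2f2 d/d, replicate 4 had 41.6 against 0.0410 to 1.35 FPKM for Prss29 and 6.99 against 0 to 0.318 for Prss28. Spink1 differed 11.5-fold and Cxcl15 15.0-fold between the highest and the lowest Nr2f2 f/f mouse. A mislabelled library is argued against by Nr2f2, which was at least 21.8 FPKM in every Nr2f2 f/f library, above every Nr2f2 d/d library. A different share of glands in the tissue cannot be told apart from a different activity of the same glands. Foxa2, a gland marker that the paper also names, varied 2.39-fold, less than Spink1 but not by enough to tell which. It was lowest in Nr2f2 f/f replicate 2, at 3.24 FPKM. Prss28 and Prss29 resemble each other, and their fragments can be counted for the wrong gene.

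Nr2f1, the paralog of Nr2f2, was higher in Nr2f2 d/d, at 2.40 ± 0.474 FPKM (SD, n = 4), than in Nr2f2 f/f, at 0.936 ± 0.0797 FPKM (SD, n = 4), in all 4 Nr2f2 d/d mice against all 4 Nr2f2 f/f mice (exact permutation p = 0.0286). The log2 fold change was 1.00 (adjusted p = 0.0149 from limma), and the adjusted p was above 0.05 without Nr2f2 d/d replicate 2 (0.0636) in a range from 0.0251 to 0.0636 across the 8 fits that each left out 1 library. The paper's text gives no value of Nr2f1 in these libraries, its full list of differing genes was not at hand, and it cites work in which NR2F1 was below detection in the mouse endometrium. Reads of Nr2f2 assigned to Nr2f1 are argued against, because Nr2f1 rose, by a log2 fold change of 0.998, while Nr2f2 fell. A larger share of stromal cells as the whole cause is argued against as well: with the mean of the stromal markers subtracted in each library, Nr2f1 was still 0.58 higher on the log2 scale (exact permutation p = 0.0286). A hypothesis that stays open is that the loss of NR2F2 raises Nr2f1 in the cells that lost it. Other cell types as the source, and the Cre that the controls lack, were not tested.

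All 8 endothelial markers were lower in Nr2f2 d/d, with a median log2 fold change of -0.72 (adjusted p = 2.31e-07 from limma's camera test, 1 of the 35 splits as extreme), and their mean was below every Nr2f2 f/f library in all 4 Nr2f2 d/d libraries (exact permutation p = 0.0286). Of these, 4 passed an adjusted p of 0.05 over all genes tested and 8 did adjusted over the list alone. Cdh5 went from 55.3 ± 5.27 to 27.8 ± 5.09 FPKM (SD, n = 4 each), with Pecam1 and Emcn next by p. The median stayed between -0.60 and -0.82 with each library left out in turn. The adjusted p of the endothelial markers list was 0.00394 under limma's fry test and 0.235 with an estimated correlation in camera, in a range from 4.73e-08 to 0.235 over the alternatives other than leaving out a library. Dilution of all other RNA by added cells would lower the markers of the other resident tissues alike, except those of a tissue that was added. The endothelial mean fell below that of 3 of 5 such lists, stroma, epithelium and mesothelium (exact permutation p = 0.0286 for each difference by library). This argues against dilution by cells of other kinds. The 3 lists had median log2 fold changes of 0.24, 0.32 and 0.56, as could be seen if their own cells were added. The test therefore cannot decide whether added cells of these tissues together diluted the endothelial transcripts. Smooth muscle was not parted fully from the endothelial mean (exact permutation p = 0.0571). The gland markers fell further than the endothelial ones without parting from them (exact permutation p = 0.114). GC content and gene length trends are argued against, because the median of the markers was -0.70 once they were subtracted. Fewer endothelial cells in the Nr2f2 d/d uterus, or a lower level of these transcripts in each, both stay open as hypotheses, and the libraries of whole tissue do not separate them.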

How the results depend on the processing

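None of the alternatives was chosen after the result was seen. Nr2f2 and Il15 passed an adjusted p of 0.05, and Egr1, Zbtb16, Fgf1, Fgf18 and Pgr did not, under every other value added, filter, scaling and eBayes setting and with each library left out. Il33 passed only without Nr2f2 d/d replicate 4. All of these genes kept their direction under every alternative. The count at the paper's threshold was 1063 with 1 added before the log2 and 1460 with 0.1 added, and 323 genes met it with the adjusted p in place of the unadjusted one. Median-ratio scaling and quantile normalization moved the median gene from -0.0191 to 0.00328 and -0.0187 on the log2 scale.

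With no filter on low values, more genes shared the adjustment and Hand2 (-0.71, adjusted p = 0.0514 from limma, range over the alternatives other than leaving out a library 0.0344 to 0.134) lost its call. The collagens (0.23) and the integrins (0.14), lists that then held 44 and 31 members, lost theirs too, and the cause was not tested. The median moved toward 0 with no filter, to 0.0650 for complement, 0.21 for antigen presentation, 0.0395 for the interleukins and -0.0183 for the matrix proteases. The interleukins and collagens lost their call under median-ratio scaling (0.10 and 0.52) and quantile normalization (0.11 and 0.50), and the cause was not tested. With members of at least 5 FPKM, which leaves fewer genes in each list, the chemokines lost it (0.38) and complement gained it (0.31). The matrix proteases, not called in either, went to 0.0556 with a mean of at least 1 FPKM. The Foxa2 log2 fold change turned to 0.0004124 under median-ratio scaling and 0.0157 under quantile normalization.

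With a correlation estimated for each list, no signature list and 0 cell type lists passed (at an unadjusted p, 2 cell type lists did). The medians do not depend on this choice. The lists that lost their call were the estrogen-induced (1.59), estrogen-responsive (0.30), progesterone-induced (-0.41), chemokine (0.31), interleukin (0.0796), antigen presentation (0.37), interferon (0.18), collagen (0.50) and integrin (0.14) lists. Under fry the same lists lost it except the estrogen-responsive one. The calls of the other signature lists thus rest on camera's preset correlation. Among the cell type lists, fry lost macrophages and gained glands.

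With each library left out in turn, the count past an adjusted p of 0.05 ranged from 42 to 348 genes, with fewer samples in each fit. The log2 fold changes ranged from -0.79 to -0.59 for Hand2 and 0.66 to 1.24 for Il33. The medians ranged from -0.58 to -0.21 for the progesterone-induced, -0.19 to 0.30 for the proliferation, 0.13 to 0.36 for the chemokine, 0.0451 to 0.14 for the interleukin, 0.0513 to 0.32 for the interferon, 0.12 to 0.48 for the complement, 0.30 to 0.61 for the collagen and 0.12 to 0.22 for the integrin list, and from -0.23 to 0.00428 for the matrix proteases. Genes and lists outside these that changed sign, none with a call in any fit but the smooth muscle list, were Ihh (-0.96 to 0.20), Sox17 (-0.18 to 0.49), Mki67 (-0.26 to 0.22), Rrm2 (-0.0230 to 0.56), Foxa2 (-0.25 to 0.13), Fabp4 (-0.0211 to 0.66), Ovgp1 (-0.0382 to 1.37) and the smooth muscle markers (-0.0388 to 0.30, with an adjusted p of 0.0115 without Nr2f2 d/d replicate 1 in a range from 0.0115 to 0.583 across the 8 fits that each left out 1 library).

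The replicate numbers do not pair the mice. Same-numbered libraries had correlations of -0.20, -0.17, 0.045, -0.04 by the title numbers and -0.20, 0.15, -0.04 by the label numbers, in their deviations from the group means. With the title number as a replicate block, 1 gene passed an adjusted p of 0.05 (2472 at an unadjusted p), and Nr2f2 (-1.39), Hand2 (-0.71) and Il15 (1.44) did not, while complement did (0.23). With the label number as a replicate block the count was 0 (3186 at an unadjusted p). Nr2f2 (-1.32), Hand2 (-0.73), Il15 (1.25), the progesterone-induced list (-0.38) and the collagens (0.30) lost their call, complement gained one (0.34) and the proliferation list turned to -0.48 and passed in that direction (adjusted p = 1.75e-05 from limma's camera test, range over the alternatives other than leaving out a library 1.75e-05 to 0.864), with Mki67 at -0.48, Birc5 at -0.29 and Rrm2 at -0.30. Errfi1 (0.0593) and Fabp4 (-0.14) also changed sign. Each block leaves fewer residual degrees of freedom to estimate the spread from, and by the label numbers 2 and 4 a library in each group has no partner.

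Among the genes and cell type lists named one by one, and apart from changes of sign, the fits without a library lost 170 calls of genes and 3 of lists and gained 6 and 7. The other alternatives lost 125 and 7 and gained 3 and 2.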

Differences from the paper's values

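No test here was chosen after the result was seen. The paper's count of differentially expressed genes is 1533, and 1260 were found here at the same threshold with limma on FPKM, within 1.5 times of it. The count nearest the paper's was 1460, with 0.1 in place of 0.5 added before the log2. With an adjusted p in place of the unadjusted one the count was 323, the only alternative set before the data were examined that lay more than 1.5 times from the paper's. Fig. 1B of the paper shows RT-qPCR on more biological replicates, which is another assay than the RNA-seq compared with it here. For Fgf1 the log2 fold change in Fig. 1B, read by eye, is about 1.0. The RNA-seq value was 1.61, away by less than 0.779, the SD between mice of a group in the RNA-seq log2 values. The distance was above this SD without Nr2f2 f/f replicate 4 (1.99) and without Nr2f2 d/d replicate 4 (1.85). For Nr2f2, Hand2, Egr1, Zbtb16 and Fgf18, the distance from the value read from Fig. 1B was below that SD of the gene under every alternative. An SD between mice is wider than the error of a group mean, so this is a loose measure. The spread of the RT-qPCR values was not used.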

Other observations

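The test of the Pgr allele and that of the deepest against the shallowest libraries were chosen after the result was seen. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many genes at the paper's threshold as the real one, which is the real one itself. The largest count among the others was 812 and their median 189. At an adjusted p of 0.05, 1 split gave as many, and the largest count among the others was 1. The first principal component of the log2 values took 41.9% of the variance without parting the groups fully, since Nr2f2 f/f replicate 3 lay at 1.21 on it and Nr2f2 d/d replicate 4 at 0.12.

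Technical sources of the 375 genes past the adjusted threshold were weighed. GC content and gene length trends of the libraries are argued against as the cause: after they were subtracted, 389 genes passed, 317 of them among the 375, over the 99.2% of tested genes with both values. The Nr2f2 d/d libraries were deeper in the median, and 57.3% of the genes past the threshold had a mean of at least 5 FPKM against 65.3% of the genes tested, as could be seen if depth acted on weakly covered genes. Depth as the cause of the calls is argued against all the same, because the 4 deepest libraries, 1 Nr2f2 f/f and 3 Nr2f2 d/d, differed from the 4 shallowest in 0 genes at an adjusted p under 0.05 (518 at an unadjusted p under 0.05). Why weak genes are more frequent among the calls was not tested.

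Split counts weigh the lists as well. As small a camera p as the real one came from 6 of the 35 splits for the estrogen-induced uterine genes, 1 for the estrogen-responsive genes of breast cancer cells, 11 for the progesterone-induced genes, 30 for proliferation, 7 for chemokines, 8 for interleukins and their receptors, 7 for antigen presentation, 15 for interferon-stimulated genes, 14 for complement, 15 for collagens, 4 for integrins, 16 for laminins and 31 for matrix proteases and their inhibitors. Only the estrogen-responsive list of breast cancer cells stood out by this measure. For each of the others, groupings of the mice that mix the genotypes did as well.

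Cell type and tissue lists were tested for the make-up of the tissue. The median log2 fold change (members higher, adjusted p from limma's camera test, splits of 35 as extreme) was 0.69 for T and NK cells (10 of 10 higher, 4.91e-05, 6), 0.31 for macrophages (8 of 9 higher, 0.0303, 14), 1.36 for neutrophils (3 of 4 higher, 0.105, 11), 0.32 for epithelium (11 of 12 higher, 0.000711, 1), -3.52 for glands (1 of 5 higher, 0.183, 3), 0.24 for stroma (5 of 10 higher, 0.0649, 11), 0.14 for smooth muscle (8 of 10 higher, 0.322, 30), 0.56 for mesothelium (4 of 4 higher, 0.000704, 4) and 0.62 for skeletal muscle (2 of 2 higher, 0.0834, 11). Besides the endothelial list, the epithelial list alone had no other split as extreme. Of the 10 lists with more than 1 member tested, 5 passed an adjusted p of 0.05, 5 under fry and 0 with an estimated correlation, under which 2 had an unadjusted p under 0.05. The lists for T and NK cells (0.0319), epithelium (0.000577), endothelium and mesothelium (0.0180) kept their call under limma's fry test, macrophages lost it (0.278) and glands gained one (0.00140). Over the alternatives other than leaving out a library, the adjusted p ranged from 2.06e-07 to 0.246, 5.33e-05 to 0.0872, 0.000414 to 0.235, 0.0280 to 0.423 and 0.00140 to 0.366 for these lists, in that order and without endothelium. With each library left out in turn, the lists for T and NK cells, epithelium, endothelium and mesothelium kept their call. The macrophage list had medians (adjusted p from limma's camera test) of 0.18 without Nr2f2 f/f replicate 1 (0.177), 0.51 without Nr2f2 f/f replicate 3 (0.000281), 0.26 without Nr2f2 f/f replicate 4 (0.0854) and 0.20 without Nr2f2 d/d replicate 1 (0.0974), in a range of adjusted p from 0.000281 to 0.177. Neutrophils passed at 1.70 without Nr2f2 f/f replicate 3 (0.0225), in a range from 0.0225 to 0.257, and with members of at least 5 FPKM (2.20, 0.00986, in a range from 0.00986 to 0.423 over the other alternatives). The stromal list passed at 0.23 without Nr2f2 f/f replicate 2 (0.0407), 0.27 without Nr2f2 d/d replicate 2 (0.0392) and 0.32 without Nr2f2 d/d replicate 4 (0.0400), in a range from 0.0392 to 0.177, and the skeletal muscle list at 0.78 without Nr2f2 f/f replicate 3 (0.0405) and 0.75 without Nr2f2 d/d replicate 1 (0.0455), in a range from 0.0405 to 0.175, with 0.38 without Nr2f2 f/f replicate 2 (0.151). The gland list had -1.75 without Nr2f2 f/f replicate 2 (0.151), in a range from 0.149 to 0.257. Smooth muscle had 0.0937 without Nr2f2 f/f replicate 1 (0.485), 0.0558 without Nr2f2 f/f replicate 2 (0.460), 0.24 without Nr2f2 f/f replicate 4 (0.159), 0.30 without Nr2f2 d/d replicate 1 (0.0115), 0.0847 without Nr2f2 d/d replicate 2 (0.583) and -0.0388 without Nr2f2 d/d replicate 4 (0.419), in a range from 0.0115 to 0.583. With no filter on low values, the median was 0.11 over 8 neutrophil and 0.20 over 4 skeletal muscle markers. Lists share members: the epithelial list shares Krt8, Krt18 and Krt19 with the estrogen-responsive list, the stromal list shares Col1a1, Col1a2 and Col3a1 with the collagens and Hoxa10 and Hoxa11 with the progesterone-induced list, macrophages share C1qa, C1qb and C1qc with complement, and glands share Cxcl15 with the chemokines. All of these tissues are part of a normal uterus or lie beside it. Of the T and NK cell genes, Gzmb and Gzma rose from 28.6 ± 8.77 to 95.1 ± 32.8 and from 9.83 ± 2.80 to 66.8 ± 56.6 FPKM (SD, n = 4 each). Lists with 1 member tested were B cells (Cd79b, 0.99), adipocytes (Fabp4, 0.21), ovary (Star, 0.37), oviduct (Ovgp1, 0.40) and erythroid cells (Alas2, -0.54). With 1 library left out, the log2 fold change went from 0.22 to 0.48 for Star, without Nr2f2 d/d replicate 2 and without Nr2f2 d/d replicate 3. It went from -0.84 to -0.35 for Alas2, without Nr2f2 f/f replicate 1 and without Nr2f2 f/f replicate 4, from -0.0211 to 0.66 for Fabp4, without Nr2f2 d/d replicate 3 and without Nr2f2 f/f replicate 3 and from -0.0382 to 1.37 for Ovgp1, without Nr2f2 d/d replicate 4 and without Nr2f2 d/d replicate 3. Cd79b had an adjusted p of 0.0398 from limma, and passed 0.05 in 1 of these 8 fits, without Nr2f2 d/d replicate 4, in a range from 0.0365 to 0.111.

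The controls carry no Cre, and the Nr2f2 d/d mice carry it in 1 Pgr allele, so an effect of the allele itself was looked for. Chromatin of another strain carried along with the allele is argued against: in the 20 Mb window around Pgr, 2.04% of 49 genes met the paper's threshold, against 8.80% of all genes tested, and 98.4% of 1213 windows of that size had as large a share. Loss of mRNA from 1 Pgr allele with nothing to make up for it is argued against too, since the log2 fold change of Pgr was 0.48 (standard error 0.255).

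Other genes that the paper names were not past an adjusted p of 0.05. Their log2 fold changes, with the adjusted p from limma, were -0.40 for Ihh (0.820), 0.13 for Sox17 (0.880), -0.02 for Foxa2 (0.971), 1.14 for Wnt4 (0.273), -0.15 for Errfi1 (0.677), -0.21 for Arid1a (0.177), -0.21 for Sirt1 (0.232), 0.31 for Esr1 (0.151), 0.58 for Bmp2 (0.165) and 0.04 for Mki67 (0.963). Over the fits that left out 1 library, the log2 fold change went from 0.69 to 1.63 for Wnt4, without Nr2f2 d/d replicate 3 and without Nr2f2 d/d replicate 4. It went from -0.26 to -0.0100 for Errfi1, without Nr2f2 d/d replicate 2 and without Nr2f2 d/d replicate 3, and from -0.96 to 0.20 for Ihh, without Nr2f2 f/f replicate 2 and without Nr2f2 d/d replicate 3. It changed sign within -0.18 to 0.49 for Sox17, without Nr2f2 f/f replicate 2 and without Nr2f2 d/d replicate 3, within -0.25 to 0.13 for Foxa2, without Nr2f2 f/f replicate 2 and without Nr2f2 f/f replicate 3, and within -0.26 to 0.22 for Mki67, without Nr2f2 d/d replicate 3 and without Nr2f2 f/f replicate 4. None of these genes passed an adjusted p of 0.05 in any of the 8 fits. Mki67 mRNA of the whole uterus cannot decide on the KI67 protein that the paper reports in the luminal epithelium alone.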
